# Suppression of endogenous retroviral enhancers in mouse embryos derived from somatic cell nuclear transfer

**DOI:** 10.3389/fgene.2022.1032760

**Published:** 2022-11-08

**Authors:** Daiki Shikata, Shogo Matoba, Masashi Hada, Akihiko Sakashita, Kimiko Inoue, Atsuo Ogura

**Keywords:** somatic cell nuclear transfer, endogenous retrovirus, epigenetics, enhancer, RNA sequencing

## Abstract

Endogenous retroviruses (ERVs) in the mammalian genome play diverse roles in embryonic development. These developmentally related ERVs are generally repressed in somatic cells and therefore are likely repressed in embryos derived from somatic cell nuclear transfer (SCNT). In this study, we sought to identify ERVs that are repressed in SCNT-derived morulae, which might cause previously unexplained embryonic deaths shortly after implantation. Our transcriptome analysis revealed that, amongst ERV families, ERVK was specifically, and strongly downregulated in SCNT-derived embryos while other transposable elements including LINE and ERVL were unchanged. Among the subfamilies of ERVK, RLTR45-int was most repressed in SCNT-derived embryos despite its highest expression in control fertilized embryos. Interestingly, the nearby genes (within 5–50 kb, *n* = 18; 50–200 kb, *n* = 63) of the repressed RLTR45-int loci were also repressed in SCNT-derived embryos, with a significant correlation between them. Furthermore, lysine H3K27 acetylation was enriched around the RLTR45-int loci. These findings indicate that RLTR45-int elements function as enhancers of nearby genes. Indeed, deletion of two sequential RLTR45-int loci on chromosome 4 or 18 resulted in downregulations of nearby genes at the morula stage. We also found that RLTR45-int loci, especially SCNT-low, enhancer-like loci, were strongly enriched with H3K9me3, a repressive histone mark. Importantly, these H3K9me3-enriched regions were not activated by overexpression of H3K9me3 demethylase Kdm4d in SCNT-derived embryos, suggesting the presence of another epigenetic barrier repressing their expressions and enhancer activities in SCNT embryos. Thus, we identified ERVK subfamily RLTR45-int, putative enhancer elements, as a strong reprogramming barrier for SCNT (253 words).

## Introduction

Somatic cell nuclear transfer (SCNT) in mammals is the sole reproductive engineering technique that produces new individuals from single somatic cell nuclei acting as genome donors. Besides its promising applications in stock animal industries, regenerative medicine and biopharmaceutical production, SCNT can also provide unique research models for the study of developmental epigenetics (Simmet et al., 2020; Ogura et al., 2021). Epigenetic or transcriptomic analyses of SCNT-derived embryos, fetuses and placentas are expected to identify the molecular mechanisms of genomic reprogramming as well as those related to epigenomic dynamics during the life cycle in mammals. In particular, mouse SCNT has greatly contributed to the field because of the availability of abundant genetic information and genetically defined strains, which ensure reproducibility and reliability of the research results (Matoba and Zhang, 2018; Ogura et al., 2021).

The birth of cloned mice was first reported in 1998, as the second cloned mammalian species reported in that year, following cloned bovines. However, the birth rates of mice cloned by SCNT were generally lower than those of farm animals, ranging from 1% to 3% per embryos transferred (Wakayama et al., 1998). Since then, many researchers have attempted to improve mouse cloning *via* SCNT, based on the ideas of ameliorating epigenetic abnormalities associated with the procedure. The first significant step was the treatment of one-cell SCNT-derived embryos with trichostatin A, a potent histone deacetylase inhibitor, expecting an increase in the accessibility of the ooplasmic factors to nucleosomes of the donor genome (Kishigami et al., 2006; Rybouchkin et al., 2006) and thus an acceleration of zygotic gene activation (Inoue et al., 2015; Kamimura et al., 2021; Yang et al., 2021). The second successful improvement of mouse SCNT was achieved by normalizing the expression pattern of the *Xist* gene, a noncanonical imprinted gene responsible for X chromosome inactivation (Inoue et al., 2010; Matoba et al., 2011). Because the imprinting memory of *Xist* has been erased in somatic cells including trophoblasts (Oikawa et al., 2014; Inoue et al., 2017), *Xist* is ectopically expressed in SCNT-derived preimplantation embryos, leading to a large-scale suppression of X-linked genes in such embryos. The third significant step for the improvement of mouse SCNT was activation of the donor cell-derived H3K9me3-enriched regions containing genes specifically repressed in SCNT-derived embryos (termed “reprogramming resistant regions”, RRRs) by a specific histone demethylase, Kdm4d (Matoba et al., 2014; Hada et al., 2022). More recently, we and others have confirmed that loss of H3K27me3-dependent imprinting (noncanonical imprinting) inherited from the donor somatic cells was the major cause of SCNT-specific placental enlargement (Matoba et al., 2018; Inoue et al., 2020; Wang et al., 2020; Xie et al., 2022). Other epigenetic marks such as DNA methylation and the H3K27me3 mark have also been modified to improve mouse SCNT (Gao et al., 2018; Yang et al., 2018; Zhou et al., 2019).

Thus, the efficiency of mouse SCNT has been improved consistently by ameliorating the epigenetic abnormalities associated with the technology. It should be noted that specific aberrations in epigenetic patterns can be found in preimplantation embryos, preceding SCNT-associated abnormal phenotypes such as death of embryos during the postimplantation period (Matoba et al., 2011; Gao et al., 2018). Indeed, a recent study demonstrated that transient *Xist* upregulation, induced by loss of maternal polycomb PRC2, in the preimplantation period could show a detrimental ripple effect resulting in postimplantation death in mice (Matoba et al., 2022). Therefore, it is important to identify other SCNT-specific changes in the epigenome or gene expression patterns during preimplantation development for further technical improvements of SCNT technology.

It is known that preimplantation mammalian embryos activate a number of development-related embryonic genes, which include retrotransposons and endogenous retroviruses (ERVs). For example, MERVL, a typical ERV-derived element in the mouse, is transcribed during major zygotic gene activation (ZGA) (Kigami et al., 2003). Furthermore, abundant chimeric transcripts containing such elements were also identified as putative drivers of mouse ZGA (Peaston et al., 2004; Macfarlan et al., 2012). ERVs are preferentially localized in gene-poor regions, which are largely enriched with a repressive histone mark, H3K9me3, in somatic cells (Kato et al., 2018). Importantly, MERVL elements are included in the abovementioned RRRs, H3K9me3-enriched regions (Matoba et al., 2014), and the MERVL elements were re-activated following injection of mRNA for the H3K9me demethylase Kdm4d, contributing to improved developmental efficiency of SCNT-derived embryos (Matoba et al., 2014).

This scenario prompted us to search for other sets of ERVs that are specifically repressed in SCNT-derived embryos. We hypothesized that these sets might be developmentally important because they are known to be capable of regulating nearby genes by providing alternative promoters or enhancers (Chuong et al., 2013; Todd et al., 2019; Modzelewski et al., 2021). ERVs that are essential for early embryonic development might be repressed in somatic cells because transposable elements (TEs) in general may be harmful to the genomic integrity when they are ectopically expressed. We then focused on the analysis of morula-stage embryos, expecting that we could detect the transcriptional dysregulation of ERVs that might affect postimplantation development of SCNT-derived embryos. Interestingly, we identified subsets of enhancer-like endogenous retroviruses that were specifically downregulated in SCNT-derived morulae. Our data provide new clues to define the epigenomic characteristics of SCNT-derived embryos that might be the cause of their poor developmental potency after implantation.

## Results

### Comparative transcriptomic analysis of *in vitro* fertilization- and somatic cell nuclear transfer-derived morulae

In this study, we generated SCNT-derived embryos using *Xist* maternal knockout donor cells in a B6D2F1 background, followed by injection of *Kdm4d* mRNA into the reconstructed 1-cell stage embryos (Figure 1A). 

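The donor cells were cumulus cells that carried a deleted maternal copy of Xist, the long noncoding RNA that silences one X chromosome in female cells. Xist (ENSMUSG00000086503.4) lies on chromosome X of mm10 from 103460366 to 103483254. Its read count was between 37 and 4300 in the 7 SCNT-derived embryos and between 124 and 2584 in the 8 IVF-derived embryos, at 148 ± 122 CPM (SD, n = 7) and 75.1 ± 52.8 CPM (SD, n = 8). With the sex chromosomes included in the fit, its log2 expression ratio (SCNT/IVF) was 0.98 (standard error 0.77, adjusted p = 0.485 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was within the spread between embryos. The IVF-derived embryos were of both sexes and the sex of each one was not labelled, so the IVF values mix male and female embryos.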

We employed this experimental protocol to minimize the known epigenetic abnormalities associated with SCNT, expecting identification of new sets of abnormalities in the resulting embryos. 

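Single morulae were profiled by RNA-seq, in which polyadenylated RNA of one embryo is reverse-transcribed, amplified with the SMART-Seq v4 kit and sequenced as paired reads. There were 8 IVF-derived and 7 SCNT-derived embryos, each a replicate of its own. The authors deposited unnormalized read counts in 1 table for genes and TE loci together. They had removed adapters and low-quality reads, aligned the reads to mm10 with STAR, kept only reads with a single alignment and no mismatch, and counted them with featureCounts. These settings leave out reads shared by identical copies of a TE, and reads that cross a DBA/2 variant, because the B6D2F1 embryos carry that genome and the reference is C57BL/6. The paper's text does not name a strand setting for the counting, so overlapping genes on opposite strands can share reads.
The table held 1810431 features, of which 55375 were genes and 1755056 were TE loci. Between 10106828 and 19147841 reads per IVF-derived embryo were counted, with a median of 14436653, and between 11358641 and 16052020 per SCNT-derived embryo, with a median of 13536388. TE loci took 2.37% to 5.15% of the counts in IVF-derived embryos (median 2.88%) and 2.45% to 5.86% in SCNT-derived embryos (median 3.53%). At this depth 3 counts, taken here as the smallest detectable level, correspond to between 0.157 and 0.297 CPM. That floor covers counting error only, since amplified reads without molecular identifiers are not independent molecules.
From the counts, features with at least 1 read per embryo on average were kept, as in the paper, and the sex chromosomes and the mitochondrial genome were left out, which gave 20655 genes and 71961 TE loci. Leaving out the mitochondrial genes was chosen because it gave the paper's number of genes. IVF- and SCNT-derived embryos were compared with edgeR's quasi-likelihood test after TMM normalization, and the paper's thresholds were applied to the Benjamini-Hochberg adjusted p and the log2 expression ratio. Genes and TE loci were fitted separately. The smallest chi-square per degree of freedom between counts of any pair of embryos of one group was 39.7, so no 2 embryos of one group held the same counts. All IVF- and SCNT-derived libraries came from one kit, and the paper and labels give no sequencing batch.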

The embryos thus prepared were used for transcriptome analysis at the morula stage, using genetic background-matched (B6D2F1) IVF-derived embryos as the controls. First, to confirm the reliability of our transcriptome data, we examined the gene expression profiles of coding genes in IVF- and SCNT-derived morulae. These two types of embryos were clearly separated from each other on the PC1 (principal component 1) axis by principal component analysis (PCA) (Supplementary Figure S1A). 

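Of the 20655 genes tested, 501 were higher and 531 were lower in SCNT-derived embryos at an adjusted p under 0.05 and an absolute log2 expression ratio of at least 1. At an unadjusted p under 0.05, 5096 genes passed. Among the genes past both thresholds, 105 had every SCNT-derived embryo above every IVF-derived embryo and 161 had every SCNT-derived embryo below. Over all genes tested these numbers were 146 and 231, and chance gives such a separation for 0.0311% of genes, both directions together. The setting that moved the count of lower genes most was the removal of the minimum on the log2 expression ratio, which gave 667 higher and 829 lower genes. DESeq2, the package that the paper used, gave 720 higher and 781 lower genes, of which 450 and 502 were shared with the edgeR calls. With each of the embryos left out in turn, between 363 and 675 genes were higher and between 396 and 664 were lower.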

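Principal components were computed here from log2 counts with a pseudocount of 1 after RLE normalization. On genes, PC1 explained 18.5% of the variance. The 7 SCNT-derived embryos scored 72.3 ± 18.6 (SD, n = 7) and the 8 IVF-derived embryos -63.3 ± 10.7 (SD, n = 8), and the lowest SCNT score of 49.8 was above the highest IVF score of -47.4. The difference had p = 0.000155 in a two-sided exact permutation test, the smallest p that 8 embryos against 7 allow. PC2 explained 12.9% and did not separate the groups (p = 0.998 in the same exact test). On the 500 genes with the largest variance, the alternative that changed PC1 most, it explained 39.6% and the groups were again apart. The variance stabilizing transformation gave 24.0% for PC1.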

The major upregulated genes in SCNT-derived embryos were common to those identified in *Kdm4d*-injected SCNT-derived blastocysts such as *Parva* and *Derl3* (Matoba et al., 2018) (Supplementary Figure S1B). 

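Parva (ENSMUSG00000030770.15; chromosome 7, 112427505 to 112591692 on mm10) had 3.56 ± 2.26 CPM in IVF-derived embryos (SD, n = 8) and 10.7 ± 7.66 CPM in SCNT-derived embryos (SD, n = 7). Its log2 expression ratio was 1.59 (standard error 0.50), with an adjusted p of 0.0614 from edgeR's quasi-likelihood test, and 5 of the 7 SCNT-derived embryos were above the IVF median. With DESeq2 the adjusted p was 0.0136, and with the stricter expression filter of edgeR (filterByExpr) it was 0.0448.
Derl3 (ENSMUSG00000009092.5; chromosome 10, 75893413 to 75895941) rose from 2.47 ± 1.73 CPM (SD, n = 8) to 13.6 ± 9.93 CPM (SD, n = 7), a log2 expression ratio of 2.47 (standard error 0.66, adjusted p = 0.0291 from edgeR's test), and all 7 SCNT-derived embryos were above the IVF median. With single embryos left out, its adjusted p ranged from 0.0215 to 0.0626, and with the replicate number as a block it was 0.0906.
Jdp2 and Nupr1, which Supplementary Figure S1B also labels, had log2 expression ratios of 2.53 (adjusted p = 0.0502) and 2.48 (adjusted p = 0.0536) in the same edgeR fit. Jdp2 (ENSMUSG00000034271.16) was above the IVF median in 7 of 7 SCNT-derived embryos and Nupr1 (ENSMUSG00000030717.9) in 6 of 7. DESeq2 gave adjusted p values of 0.00627 for Jdp2 and 0.0207 for Nupr1.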

The high-ranked gene ontology (GO) terms of these upregulated genes were composed of specific and diverse developmental categories such as the HIF-1 signaling pathway, anion transport, and immunological regulation (Supplementary Figure S1C). The *Kdm4d* gene was also categorized as upregulated probably because of a remnant of injected *Kdm4d* mRNA. 

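Kdm4d (ENSMUSG00000053914.9; chromosome 9, 14462548 to 14500482 on mm10) encodes a histone H3 lysine 9 demethylase. It had 0 counts in all 8 IVF-derived embryos and between 16 and 84 counts, with a median of 57, in the 7 SCNT-derived embryos. The SCNT-derived embryos had 4.28 ± 1.76 CPM (SD, n = 7), which was at least 19.0-fold higher than the IVF-derived embryos when these were set to the floor of 3 counts (adjusted p = 6.58e-05 from edgeR's quasi-likelihood test). The counts do not tell injected from endogenous mRNA.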

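Xlr and Magea genes lie on chromosome X and were tested in a fit that included the sex chromosomes, because the main comparison left them out. Supplementary Figure S1B compares these genes with female IVF-derived embryos, which the labels do not tell from male ones, so all 8 IVF-derived embryos were used here. In that fit 538 genes were higher and 575 were lower among 21509. Xlr3a (ENSMUSG00000057836.12; 73086293 to 73097095) had 76 to 1472 counts in IVF-derived embryos and 0 in all 7 SCNT-derived embryos, a level at least 137-fold lower (adjusted p = 5.90e-05 from edgeR's quasi-likelihood test). Xlr4b (ENSMUSG00000067768.12; 73214333 to 73222453) was at least 116-fold lower (adjusted p = 1.12e-07). Xlr (ENSMUSG00000054626.11; 53777118 to 53797706) fell from 39.9 ± 50.3 CPM (SD, n = 8) to 3.97 ± 4.34 CPM (SD, n = 7), a log2 expression ratio of -3.33 (standard error 0.90, adjusted p = 0.0307 from edgeR's test).
Magea5 (ENSMUSG00000079349.9; 155053061 to 155063145) had a log2 expression ratio of -8.74 (standard error 1.31, adjusted p = 0.000712). Magea8 (ENSMUSG00000079350.2; 154985775 to 154995850) was at least 125-fold lower (adjusted p = 0.000318) and Magea2 (ENSMUSG00000055746.9; 155027201 to 155093666) at least 55.6-fold lower (adjusted p = 0.00324). For each of these 6 genes, all 7 SCNT-derived embryos were below the IVF median. Magea2, Magea5 and Magea8 each had 0 counts in 1 of the 8 IVF-derived embryos, so the groups overlapped for these genes. Both families have near-identical copies, so the reads that could be placed at a single copy decide these counts. Embryo sex was not labelled and was not tested.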

The major downregulated genes in SCNT-derived embryos included those identified in *Xist* knockout SCNT-derived blastocysts such as the *Xlr* and *Magea* family genes (Inoue et al., 2010) (Supplementary Figure S1B). The high-ranked GO terms of these downregulated genes are largely composed of general development-related categories such as methylation, apoptosis, cell proliferation, embryonic morphogenesis, and cell fate specification (Supplementary Figure S1C). These results might indicate that the genes essential for early embryonic development are strongly repressed in somatic cells and are sometimes unable to be reprogrammed by SCNT (Akter et al., 2021). By contrast, for the upregulated genes, it is reasonable to suppose that the cell-type specific genes could be activated promiscuously by genomic reprogramming given their regulatory, not constitutive, epigenomic pattern formation (Trojer and Reinberg, 2007). This might have caused ectopic upregulations of diverse genes by genomic reprogramming following SCNT. Taken together, we considered that our comparative transcriptome data were consistent and reliable enough for further analysis.

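The genes with the largest changes were taken from those past both thresholds whose values did not overlap between the groups. Besides Kdm4d, the largest increases were in Rgs13, Cald1 and Tbxa2r, which were at least 21.5-fold, 21.0-fold and 4.78-fold higher in SCNT-derived embryos (adjusted p = 0.000195, 6.11e-05 and 0.00394 from edgeR's quasi-likelihood test), and in Ank2 (ENSMUSG00000032826.19), with a log2 expression ratio of 5.65 (standard error 0.52, adjusted p = 1.28e-05). The largest decreases were in Wfdc15a, Raet1e and 5033426E14Rik, at least 103-fold, 25.7-fold and 9.75-fold lower (adjusted p = 3.81e-05, 3.81e-05 and 0.000440), in Asz1 (ENSMUSG00000010796.11; log2 expression ratio -9.93, standard error 0.58, adjusted p = 1.66e-08) and in Gm11800 (ENSMUSG00000083068.1; -8.08, standard error 0.71, adjusted p = 8.58e-06). Each of these 10 genes stayed past the thresholds when any single embryo was left out. The bound of Cald1 rests on a mean raised by SCNT replicate 6, with 16.9 CPM against at most 7.76 in the other SCNT-derived embryos. Raet1e belongs to a family of similar genes, and its count rests on the reads that distinguish them.
Between pairs of embryos, the median Pearson correlation of log2 gene expression was 0.927 within IVF, 0.920 within SCNT and 0.899 between the groups. Correlations across genes treat genes as units, and genes are not independent replicates. IVF replicate 8 stood apart on the gene profile: average-linkage clustering into 3 groups separated it from the other 7 IVF-derived embryos and the 7 SCNT-derived embryos.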

**FIGURE 1:**
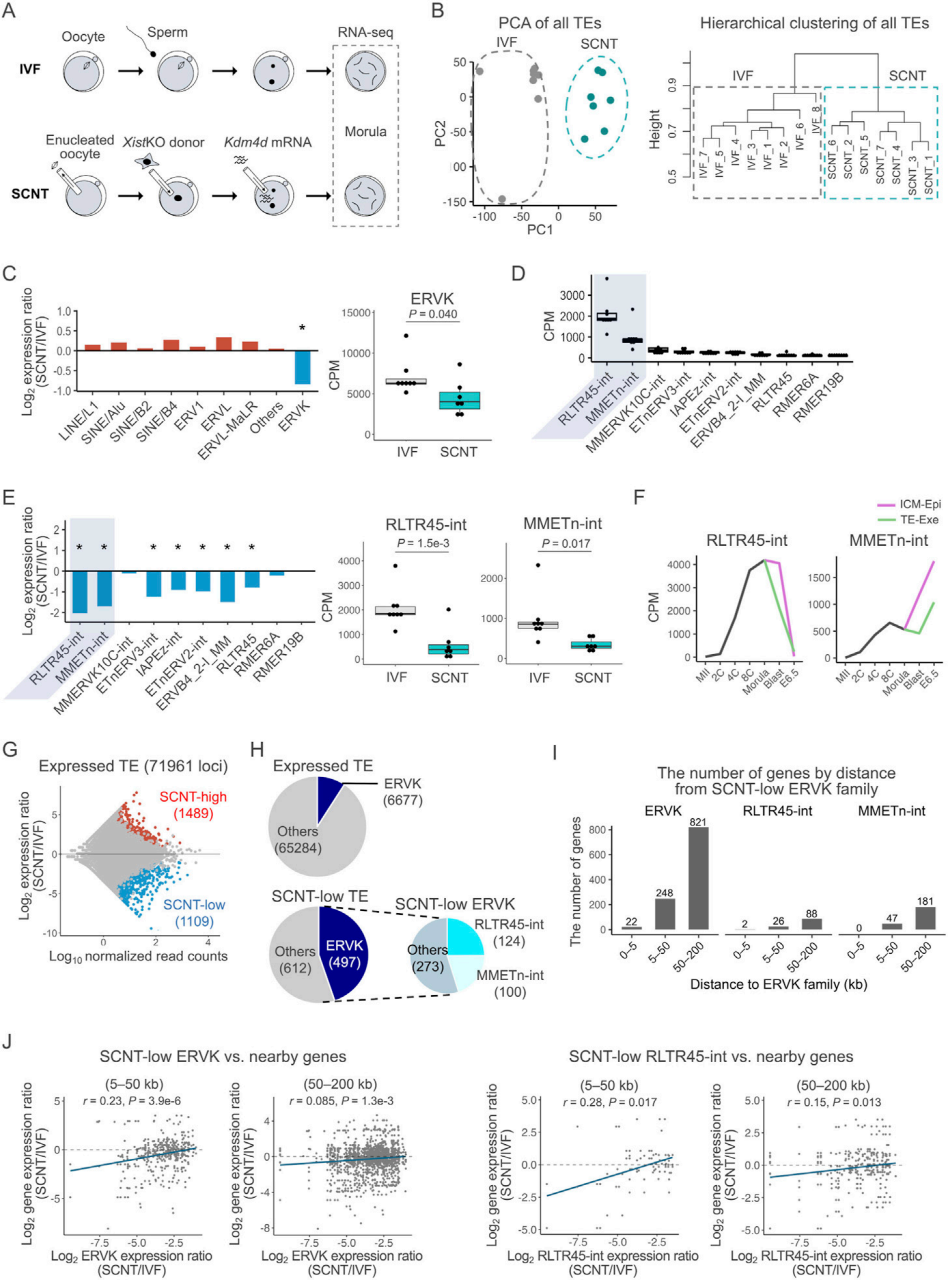
Expression of ERVK was suppressed in SCNT-derived embryos. **(A)** Schematics of the experimental design. Embryos at the morula stage were used for single-embryo RNA-seq analysis **(B)** PCA of the genome-wide TE expressions in IVF and SCNT-derived embryos. Grey and blue dots represent IVF- and SCNT-derived embryos, respectively (left). Hierarchical clustering analysis of the genome-wide TE expressions in IVF- and SCNT-derived embryos (right). **(C)** Bar graph showing the log_2_ expression ratio of each TE family in IVF and SCNT-derived embryos (left). Box-and-whisker plots comparing the expression of ERVK between IVF- and SCNT-derived embryos. *P* was calculated by a two-tailed *t*-test (right). *p < 0.05. **(D)**Box-and-whisker plots showing the expressions of the top 10 most highly expressed ERVK subfamilies. RLTR45-int and MMETn-int are highlighted in gray **(E)** Bar graph showing the log_2_ expression ratio of each ERVK subfamily in IVF and SCNT-derived embryos (left). Box-and-whisker plots comparing the expression of RLTR45-int and MMETn-int between IVF- and SCNT-derived embryos. *p* values were calculated by a two-tailed *t*-test (right). *p < 0.05. **(F)** Line graph showing the average expression levels of RLTR45-int and MMETn-int throughout early embryonic development. Published RNA-seq data (GSE98150) were analyzed. The samples used in the analysis are MII oocytes (MII), 2-cell- (2C), 4-cell- (4C), 8-cell- (8C), and morula-stage embryos, inner cell mass (ICM) and trophectoderm (TE) of blastocysts, and epiblast (Epi) and extraembryonic ectoderm (Exe) of E6.5 embryos. **(G)** MA plot showing the TE expression ratio between SCNT- and IVF-derived embryos. Among 71,961 expressed TE loci, 1,489 were significantly upregulated (red circles) and 1,109 were downregulated (blue circles) in SCNT-derived embryos. Expressed TE loci were defined as those with at least one read on average per embryo. Differentially expressed TE loci were defined as those with absolute log_2_ expression ratio ≥1 and an adjusted *p*-value < 0.1 using DESeq2. **(H)** The upper pie chart shows the number of expressed ERVK loci out of the total expressed TE loci. The lower pie charts show the number of SCNT-low ERVK loci out of the total SCNT-low TE loci. **(I)** Bar graph showing the distribution of genes adjacent to SCNT-low ERVK, RLTR45-int, and MMETn-int. **(J)** Scatter plot showing the Spearman correlation between the SCNT/IVF expression ratio of SCNT-low ERVK (left) or RLTR45-int (right) loci and that of their adjacent genes. Adjacent genes are defined as genes with transcription start site located within 5–50 kb or 50–200 kb up/downstream from a ERVK or RLTR45-int locus. The blue line indicates the regression line. *p* values and correlation coefficients were calculated using the “cor” function in R.

### Among the transposable elements, ERVK was specifically repressed in somatic cell nuclear transfer-derived embryos

We then examined the expression profiles of transposable elements (TEs) including ERVs to evaluate whether they were dysregulated in SCNT-derived morulae. 

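The same procedure was applied to the log2 counts of the 71961 TE loci. PC1 explained 13.1% of the variance, with scores of 104 ± 43.1 in SCNT-derived embryos (SD, n = 7) and -90.7 ± 43.8 in IVF-derived embryos (SD, n = 8). The lowest SCNT score was 37.9 and the highest IVF score -56.8 (two-sided exact permutation test, p = 0.000155). On the 500 most variable loci PC1 explained 45.5%, the largest change among the alternatives, and the lowest SCNT score of 7.05 was still above the highest IVF score of -24.5. PC2 explained 10.3% and was set by IVF replicate 8, whose score of 298 compared with -79.3 to -52.6 in the other IVF-derived embryos.
The median Pearson correlation of TE expression was 0.461 between IVF-derived embryos, 0.440 between SCNT-derived embryos and 0.383 between the groups. Average-linkage clustering on 1 minus this correlation first split off IVF replicate 8 alone. At 3 clusters, the other 7 IVF-derived embryos and the 7 SCNT-derived embryos were in separate clusters.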

Analysis with PCA and hierarchical clustering for all the genome-wide TE expressions clearly distinguished the SCNT-derived from the IVF-derived embryos, indicating that TEs were also differentially expressed in the former as were coding genes (Figure 1B). We next examined what types of TEs showed dysregulation in their expression patterns in SCNT-derived embryos. 

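Counts were summed over the loci of each TE family off the sex chromosomes and divided by all counts of the embryo. ERVK had 6586 ± 1926 CPM in IVF-derived embryos (SD, n = 8) and 4176 ± 1984 CPM in SCNT-derived embryos (SD, n = 7), a log2 expression ratio of -0.66, and 6 of 7 SCNT-derived embryos were below the IVF median (two-sided exact permutation test, p = 0.0284). Over the 9 families compared, the Benjamini-Hochberg adjusted p was 0.15. The other 8 families had higher means in SCNT-derived embryos, with log2 expression ratios from 0.24 (Others) to 0.53 (ERVL). SINE/B4 rose from 1101 ± 242 to 1510 ± 451 CPM, a ratio of 0.46 (exact p = 0.0365, adjusted p = 0.15). LINE/L1 had a ratio of 0.34 (exact p = 0.227) and SINE/B2 of 0.25 (exact p = 0.456), both within the spread between embryos. The omission of SCNT replicate 4 moved the ratio of ERVK most, to -0.89 (adjusted exact p = 0.00899). Relative to the TE counts in place of all counts it was -0.87 (adjusted exact p = 0.00140), and SINE/Alu, SINE/B4, ERVL and ERVL-MaLR also passed an adjusted p of 0.05, all higher in SCNT-derived embryos.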

Interestingly, among the different TE types including LINE/L1 and SINE/B2, only ERVKs were specifically repressed in these embryos (Figure 1C, Supplementary Figure S2A). ERVKs can be classified into different subfamilies according to their components, each of which show a specific expression pattern in preimplantation embryos (Ge, 2017). We then focused on 10 subfamilies of ERVKs that were highly activated in IVF-derived morulae (Figure 1D) and found that most of them (7/10) were repressed in SCNT-derived embryos (Figure 1E, Supplementary Figure S2B). 

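The 10 subfamilies of Figure 1D were summed in the same way. In addition to RLTR45-int and MMETn-int, 4 had a lower mean in SCNT-derived embryos at a Benjamini-Hochberg adjusted p under 0.05 over the 10 subfamilies (two-sided exact permutation test). ETnERV3-int fell from 280 ± 87.1 CPM (SD, n = 8) to 136 ± 75.4 CPM (SD, n = 7), a log2 expression ratio of -1.04 (adjusted exact p = 0.0135). The ratios were -1.31 for ERVB4_2-I_MM (adjusted exact p = 0.0457), -0.81 for ETnERV2-int (0.0420) and -0.73 for IAPEz-int (0.0469). Of the 7 SCNT-derived embryos, 6 were below the IVF median for ETnERV3-int, IAPEz-int and ERVB4_2-I_MM, and all 7 for ETnERV2-int. RLTR45 was lower in 6 of 7 embryos, with a ratio of -0.61 and an adjusted exact p of 0.482. RMER6A (-0.03), MMERVK10C-int (0.07) and RMER19B (0.20) differed by less than the spread between embryos. With each embryo left out in turn, the adjusted exact p ran up to 0.0366 for ETnERV3-int, 0.0966 for IAPEz-int, 0.0891 for ETnERV2-int and 0.0912 for ERVB4_2-I_MM. With TE counts as the denominator, the ratio of RLTR45 was -1.01 and its adjusted exact p was 0.0320.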

Among them, two ERVK subfamilies with the highest expressions, RLTR45-int and MMETn-int, showed remarkable downregulation in SCNT-derived embryos (Figure 1E, Supplementary Figure S2B). 

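RLTR45-int had 1926 ± 684 CPM in IVF-derived embryos (SD, n = 8) and 534 ± 612 CPM in SCNT-derived embryos (SD, n = 7), a log2 expression ratio of -1.85 (two-sided exact permutation test, p = 0.00186, adjusted p = 0.00932). The range was 1059 to 3446 CPM in IVF-derived embryos and 61.2 to 1849 CPM in SCNT-derived embryos, where replicate 4 was the highest and the next embryo had 649 CPM. MMETn-int fell from 904 ± 515 CPM (SD, n = 8) to 318 ± 141 CPM (SD, n = 7), a ratio of -1.51 (exact p = 0.00124, adjusted p = 0.00932), with all 7 SCNT-derived embryos below the IVF median. With each embryo left out in turn, the ratio ranged from -2.61 to -1.65 for RLTR45-int and from -1.69 to -1.20 for MMETn-int, and the adjusted exact p stayed at or under 0.0216 for both.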

Consistent patterns were observed when we re-analyzed the previous data from 8-cell SCNT embryos derived from embryonic fibroblast cells and SCNT blastocysts derived from cumulus cells (Zhang et al., 2016, 2020; Matoba et al., 2018) (Supplementary Figure S2C,D). During preimplantation development, RLTR45-int and MMETn-int increased their expression levels until the morula stage, and then downregulated or upregulated their expression after implantation, respectively, indicating that they might play different roles at or after implantation (Figure 1F). MMETn-int was more highly expressed in inner cell mass/epiblast cells than in trophectoderm/extraembryonic cells (Figure 1F). Other ERVK subfamilies also showed differential expression patterns during the preimplantation period, indicating that they might play diverse roles around this time (Supplementary Figure S2E).

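In the edgeR fit of the TE loci, 1932 loci were higher and 2725 were lower in SCNT-derived embryos at an adjusted p under 0.1 and an absolute log2 expression ratio of at least 1. At an unadjusted p under 0.05, 10776 loci passed. Values did not overlap between the groups for 75 of the higher and 179 of the lower loci. With DESeq2 in place of edgeR, 716 loci were higher and 1282 lower, of which 481 and 1009 were shared. With library sizes taken from the genes in place of the TE loci, 2389 were higher and 1929 lower, so that lower loci were 44.7% of the calls instead of 58.5%. That scaling moved the median log2 expression ratio of all TE loci from 0.04 to 0.32. The alternative with the fewest calls required the filterByExpr minimum and gave 208 higher and 383 lower loci.
The largest decreases without overlap were at an MuRRS4-int locus on chromosome 10 (22039116 to 22040601, minus strand), at least 42.7-fold lower (adjusted p = 4.79e-08 from edgeR's quasi-likelihood test), at an RLTR45-int locus on chromosome 11 (4019919 to 4022088, plus strand), at least 75.9-fold lower (8.73e-08), and at an RLTR17 locus on chromosome 4 (14290839 to 14291538, minus strand), at least 14.3-fold lower (2.53e-07). The largest increases were at an MT2B2 locus on chromosome 12 (88000034 to 88000592, minus strand), at least 14.9-fold higher (5.42e-05), at an RMER20C_Mm locus on chromosome 1 (122503497 to 122504092, minus strand), at least 3.38-fold higher (0.00223), and at an L1MdV_I locus on chromosome 6 (146261844 to 146267352, minus strand), at least 2.93-fold higher (0.00387). The last one lies within the annotated bounds of Itpr2, and no annotated gene overlaps the other 5. Each fold bound rests on a mean, and a single embryo raised some of these means. IVF replicate 6 had 746 counts at the MuRRS4-int locus, against at most 148 in the other IVF-derived embryos. IVF replicate 8 had 1037 at the RLTR45-int locus, against at most 324. SCNT replicate 3 had 148 at the MT2B2 locus, against at most 53 in the other SCNT-derived embryos. SCNT replicate 6 had 29 at the L1MdV_I locus, against at most 11, and replicates 1 and 7 had under 3.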

When we searched for TEs that were differentially expressed between SCNT- and IVF-derived embryos, 1489 and 1109 among 71,961 TEs (loci) were identified as upregulated (“SCNT-high”) and downregulated (“SCNT-low”) TEs, respectively (Figure 1G). 

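ERVK loci were 6677 of the TE loci tested, or 9.28%. Among the 2725 lower loci 771 were ERVK, or 28.3%, and among the higher loci ERVK made up 11.8%. The odds of being lower were 4.23 times as high for ERVK loci as for other TE loci (two-sided Fisher's exact test, p = 2.51e-186). Loci share reads and embryos and are not independent replicates. The share rested on which loci were called: it was 44.7% with DESeq2 calls, 46.3% at an adjusted p under 0.05 and 63.7% with the filterByExpr minimum, the largest shift, under which ERVK were 16.1% of the loci tested.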

Although ERVKs account for only about 9% (6,677/71,961) of all TEs expressed at the morula stage, they comprised 45% of the SCNT-low TEs (Figure 1H). Importantly, nearly half of the SCNT-low ERVK elements were RLTR45-int or MMETn-int (Figure 1H). These biased downregulation patterns of ERVK and RLTR45-int/MMETn-int were also discernible by SCNT-high or SCNT-low classification within each TE/subfamily type (Supplementary Figure S3A). 

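RLTR45-int gave 151 and MMETn-int 112 of the lower ERVK loci, together 263 or 34.1%. The same share was 45.0% with DESeq2 calls and 62.5% with at least 10 counts per embryo, the largest shift. It stayed between 33.0% and 43.8% when any single embryo was left out.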

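Within each type, lower loci were 11.5% and higher loci 3.41% of the ERVK loci tested. In the other families the share of lower loci ran from 1.45% of SINE/Alu to 6.89% of LINE/L1, and the share of higher loci from 1.35% of SINE/Alu to 6.54% of LINE/L1. With DESeq2 on TE loci and genes in one fit, chosen after seeing the data, lower and higher loci were 7.44% and 2.37% of ERVK, 1.50% and 2.84% of LINE/L1, 0.344% and 1.41% of SINE/Alu, and 2.26% and 3.96% of ERVL. Of 261 RLTR45-int loci 57.9% were lower and 0 were higher. Of 230 MMETn-int loci 48.7% were lower and 1.30% higher. Among the other subfamilies of Figure 1D, the share of lower loci was 31.4% for ERVB4_2-I_MM, 22.4% for ETnERV2-int, 21.5% for RLTR45, 21.3% for ETnERV3-int and 8.53% for IAPEz-int. MMERVK10C-int and RMER6A had more higher than lower loci, with 8.00% and 5.10% higher against 4.22% and 2.55% lower.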

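Taken over all loci tested and not only those past the thresholds, the median log2 expression ratio was -2.34 at the RLTR45-int loci, of which 98.5% had a ratio below 0, and -2.30 at the MMETn-int loci, of which 92.2% did. The 6186 other ERVK loci had a median of -0.25 with 56.8% below 0, and the 65284 TE loci outside ERVK had a median of 0.07 with 47.7% below 0. The paper reasons from the summed expression of families and subfamilies, and from the share of each among the lower loci, to the TEs it names as primary.

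**Figure D1:**
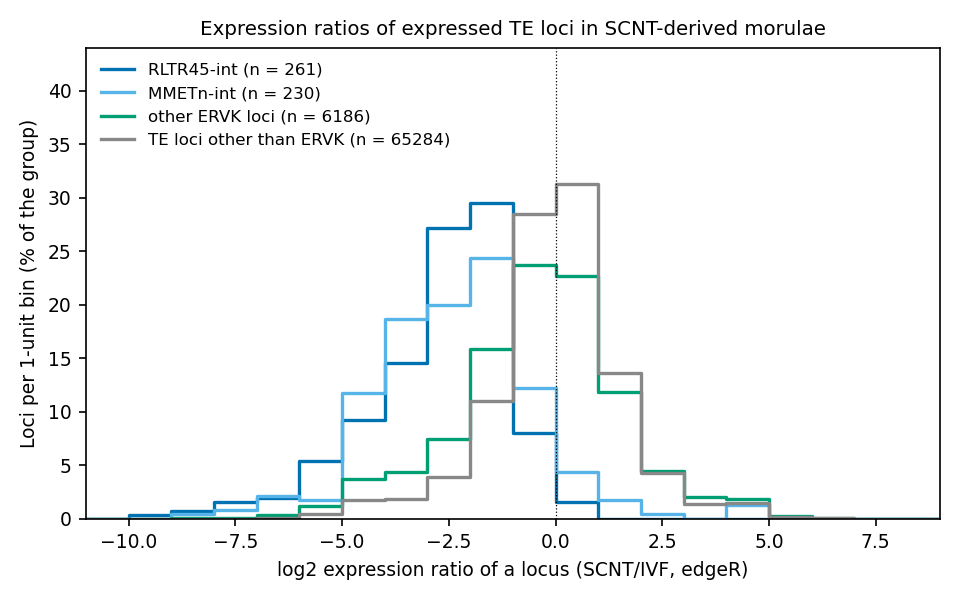
Distribution of the log2 expression ratio (SCNT/IVF, horizontal axis) over the TE loci tested, as the percent of loci of each set (vertical axis), for RLTR45-int, MMETn-int, other ERVK loci and TE loci other than ERVK. RLTR45-int and MMETn-int centre on -2.34 and -2.30, and the other sets near 0.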

Taken together, we conclude that ERVK elements, especially RLTR45-int and MMETn-int, are the primary TEs specifically downregulated in SCNT-derived morulae.

Next, we examined the possibility that ERVK elements or RLTR45-int/MMETn-int subfamilies might be regulatory elements of nearby genes (5–50 and 50–200 kb) (Figure 1I). 

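Genes were paired with a lower locus by the distance from the locus to the gene's start in the deposited table. Between 5 and 50 kb, 449 of the lower ERVK loci had 631 genes in 964 pairs, and between 50 and 200 kb, 626 loci had 1661 genes in 3030 pairs. Lower RLTR45-int loci had 51 genes at 5 to 50 kb and 163 at 50 to 200 kb, and lower MMETn-int loci 96 and 297. Of the 631 genes at 5 to 50 kb of ERVK loci, 64.5% had a log2 expression ratio below 0, against 47.8% of all genes tested, and 50 were among the lower genes and 4 among the higher. At 50 to 200 kb, 51.8% of the ERVK neighbours were below 0. Counting only loci outside annotated genes left 457 and 1209 genes near ERVK loci, and taking the lower loci called by DESeq2 left 456 and 1280.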

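Spearman correlations were computed across locus-gene pairs between the log2 expression ratio of each lower locus and that of its neighbour, with 100000 permutations of the pairings, two-sided. Pairs share genes, loci and embryos and are not independent replicates. Over the 6 correlations tested, ERVK loci gave rho = 0.163 at 5 to 50 kb and 0.0979 at 50 to 200 kb, both with p = 1e-05, the smallest that these permutations can give, and adjusted p = 2e-05. RLTR45-int loci gave 0.260 across 157 pairs (permutation p = 0.00110, adjusted p = 0.00165) and 0.28 across 538 pairs (p = 1e-05, adjusted p = 2e-05). MMETn-int loci gave 0.085 across 111 pairs (permutation p = 0.373) and 0.124 across 349 pairs (p = 0.0206, adjusted p = 0.0248). With 1 value per gene, the coefficient of ERVK at 50 to 200 kb was 0.0304 (adjusted p = 0.259) and that of RLTR45-int at 5 to 50 kb was 0.305 (p = 0.0300, adjusted p = 0.0600). In another setting the lower loci were called by DESeq2, and the ratios of loci and genes were also those of DESeq2. RLTR45-int then gave 0.0645 at 5 to 50 kb (adjusted permutation p = 0.505) and 0.131 at 50 to 200 kb (0.00393). MMETn-int gave 0.186 at 50 to 200 kb (0.00148). With 1 value per gene or with loci outside annotated genes, MMETn-int at 50 to 200 kb did not pass (0.0993, adjusted permutation p = 0.132, and 0.114, adjusted permutation p = 0.0845).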

The expression ratios (SCNT/IVF) of ERVK and RLTR45-int, but not MMETn-int, showed significant correlations with those of nearby genes at both distance ranges from these loci (Figure 1J, Supplementary Figure S3B). This suggests that ERVK elements, especially RLTR45-int, might be involved in the regulation of nearby genes and may cause their downregulation in SCNT-derived morulae.

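Around the lower RLTR45-int loci, genes at 5 to 50 kb had a median log2 expression ratio of -0.43 over the pairs, and 62.7% of the 51 genes were below 0. Among them 10 were called lower and 0 higher, against 2.57% of all genes tested called lower. At 50 to 200 kb the median was -0.09, 51.5% of the 163 genes were below 0, and 11 were called lower and 4 higher. Around MMETn-int the median was -0.36 at the nearer and -0.12 at the farther distance, with 4 and 13 genes called lower.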

### An ERVK subfamily, RLTR45-int, might act as putative enhancers

The positive correlations between the expression levels of ERVK elements, especially RLTR45-int, and their nearby genes might indicate that they have enhancer activity, as has been shown for other enhancer-like TEs (Fueyo et al., 2022). It is generally accepted that H3K27ac is increased at active enhancer sequences, contributing to elevated expressions of their regulating genes (Heintzman et al., 2009). Therefore, we examined whether the ERVK subfamilies were enriched with the enhancer marker H3K27ac by analyzing the published chromatin immunoprecipitation sequencing (ChIP-seq) data from metaphase stage II (MII) oocytes to 8-cell embryos (Dahl et al., 2016). As expected, RLTR45-int had the highest H3K27ac enrichment among the analyzed subfamilies (Figure 2A). We arbitrarily defined ‘enhancer-like’ loci as those with H3K27ac enrichment greater than 1.5 (ChIP/Input) for the subsequent analyses. Of the SCNT-low ERVK loci and SCNT-low RLTR45-int loci, 33% (166/497) and 52% (65/124), respectively, were defined as enhancer-like (Figure 2B). The SCNT-low, enhancer-like ERVK elements and RLTR45-int loci accumulated H3K27ac and H3K9ac, another enhancer marker, as the embryos developed (Figure 2C, Supplementary Figure S3C). On the other hand, the loci showed no enrichment of the promoter marker, H3K4me3, throughout preimplantation development (Supplementary Figure S3D). We examined whether the nearby genes around the SCNT-low, enhancer-like ERVK and RLTR45-int loci were also downregulated in SCNT embryos. As shown in Supplementary Figure S3E,F, these nearby genes at both 5–50 and 50–200 kb distances were downregulated (*r* = 0.14–0.32), although their correlations were not statistically different (*p* = 0.070 and 0.10, respectively), probably due to the smaller numbers of the nearby genes. By contrast, the downregulation of the nearby genes around the non-SCNT-low RLTR45-int loci was negligible or minor (*r* = 0.001–0.14) (Supplementary Figure S3G). These findings further confirmed that SCNT-low, enhancer-like ERVK/RLTR45-int loci were more resistant to reprogramming than other ERVK/RLTR45-int loci.

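RLTR45-int loci that were tested and not called lower in SCNT-derived embryos gave rho = 0.0740 across 136 pairs with genes at 5 to 50 kb (two-sided permutation test, p = 0.394) and 0.00561 across 432 pairs at 50 to 200 kb (p = 0.906). Over the 6 correlations of such loci, the adjusted p values were 0.591 and 0.906. The median log2 expression ratio of the genes in these pairs was 0.01 at both distances, and 3 of 69 and 9 of 193 genes were called lower. ERVK loci not called lower gave 0.130 across 11036 pairs at 5 to 50 kb and 0.0622 across 28059 pairs at 50 to 200 kb, each with the smallest p that the permutations can give. Whether loci were enhancer-like was not analysed here, so all loci of a set were taken together.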

**FIGURE 2:**
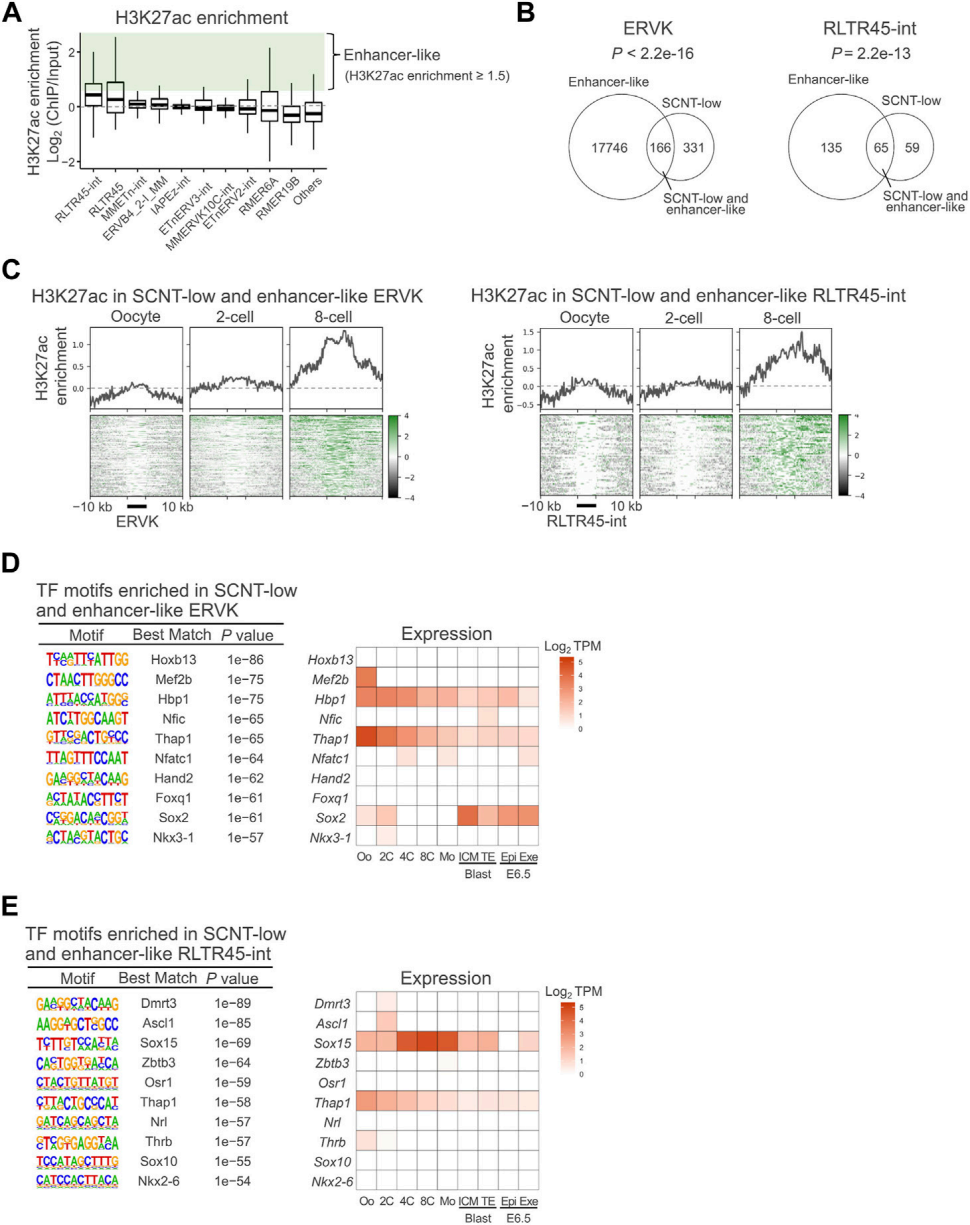
ERVKs suppressed in SCNT-derived embryos were rich in enhancer-like elements. **(A)** Box-and-whisker plots showing H3K27ac enrichment in the top 10 most highly expressed ERVK subfamilies. Enrichment is defined as the log_2_ ratio of ChIP data to the input. Enhancer-like ERVK loci were defined as those with H3K27ac enrichment (ChIP/Input) ≥ 1.5 (in green). Published H3K27ac ChIP-seq data (GSE72784) were analyzed. **(B)**Venn diagram showing the overlap between enhancer-like and SCNT-low ERVK (left) and RLTR45-int (right) loci. *p* values were calculated by Fisher’s exact test. **(C)** Heatmap and line graph showing H3K27ac enrichment at the SCNT-low, enhancer-like ERVK (left) and RLTR45-int (right) loci in MII oocytes and 2-cell and 8-cell embryos **(D)** Motif enrichment analysis by HOMER for SCNT-low, enhancer-like ERVK loci (left). Heatmap showing expression levels of transcription factors whose motif was enriched in SCNT-low, enhancer-like ERVK loci (right). **(E)** Motif enrichment analysis by HOMER for SCNT-low, enhancer-like RLTR45-int loci (left). Heatmap showing expression level of transcription factor whose motif was enriched in SCNT-low, enhancer-like RLTR45-int loci (right).

We next performed transcription factor motif analysis on SCNT-low, enhancer-like ERVK elements and RLTR45-int loci. In addition to the THAP1 motif that was generally enriched at ERVK loci, the motif for SOX15, a highly expressed gene at the morula stage, was specifically enriched at the RLTR45-int loci (Figures 2D,E). However, the *Sox15* gene was not repressed in SCNT embryos (Supplementary Figure S3H), indicating that the downregulation of the RLTR45-int loci in SCNT embryos may be more likely attributable to their repressive status *per se*, rather than decreased expressions of transcription factors. 

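Sox15 (ENSMUSG00000041287.5; chromosome 11, 69655314 to 69656727 on mm10) had 341 ± 149 TPM in IVF-derived embryos (SD, n = 8) and 313 ± 94.7 TPM in SCNT-derived embryos (SD, n = 7). Its log2 expression ratio was -0.02 (standard error 0.28, adjusted p = 0.984 from edgeR's quasi-likelihood test), and 3 of 7 SCNT-derived embryos were above the IVF median. Thap1 (ENSMUSG00000037214.12; chromosome 8, 26158141 to 26164151) had 14.5 ± 2.90 TPM in IVF-derived embryos and 9.98 ± 2.20 TPM in SCNT-derived embryos, a log2 expression ratio of -0.42 (standard error 0.20, adjusted p = 0.210), with 6 of 7 SCNT-derived embryos below the IVF median.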

The *Sox15* gene is known to be highly conserved in eutherian mammals and is expressed in placental tissues, although aberration of this gene alone did not compromise embryo development in mice (Lee et al., 2004; Yamada et al., 2008). In summary, these data suggest that RLTR45-int exerts an enhancer-like function *via* transcription factors such as SOX15, thus inducing the transcription of genes important for postimplantation embryo development. It is possible that several transcription factors including SOX15 may act redundantly.

### Deletion of enhancer-like RLTR45-int results in decreased expression of nearby genes

Next, we employed a gene knockout strategy to test whether RLTR45-int loci could regulate their nearby genes. 

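The targeted loci were identified in the deposited table by their position between the genes shown in Figures 3C,E and by their place next to each other on the plus strand of mm10. On chromosome 4 they lie from 8121774 to 8123286 (1513 bp) and from 8123326 to 8123961 (636 bp), and on chromosome 18 from 3476001 to 3477012 (1012 bp) and from 3477333 to 3478244 (912 bp). No annotated gene overlaps any of them. The chromosome 4 loci had 116 ± 42.2 and 157 ± 59.2 TPM in IVF-derived embryos (SD, n = 8) and 0.881 ± 1.22 and 0.640 ± 1.25 TPM in SCNT-derived embryos (SD, n = 7). Their log2 expression ratios were -7.39 (standard error 0.64) and -8.27 (standard error 0.76), with adjusted p = 4.21e-09 and 1.09e-08 from edgeR's quasi-likelihood test. The chromosome 18 loci had 16.9 ± 14.4 and 27.5 ± 21.7 TPM in IVF-derived embryos and 0.345 ± 0.504 and 1.10 ± 2.00 TPM in SCNT-derived embryos. Their ratios were -5.82 (standard error 0.77, adjusted p = 1.60e-05) and -4.94 (standard error 0.71, adjusted p = 7.62e-05). All 4 loci stayed past the thresholds in every alternative fit and with any single embryo left out.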

We selected two sequential SCNT-low, enhancer-like RLTR45-int loci on chromosome 4 or 18, which were highly downregulated in SCNT embryos (adjusted *p* = 2.1e–31, 7.2e–29 on chromosome 4 and 2.7e–11, 7.6e–8 on chromosome 18) and associated with multiple SCNT-low nearby genes. The entire region of these two sequential RLTR45-int loci was deleted from the genome of IVF-derived embryos using the CRISPR/Cas9 system and the expression levels of their nearby genes were examined by single-embryo RNA-seq (Figure 3A). 

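In the deletion experiment 24 embryos targeted on chromosome 4 and 24 targeted on chromosome 18 were profiled one by one at the morula stage. Cas9 protein and a pair of guide RNAs flanking both loci were electroporated into embryos fertilized with C57BL/6 sperm, and the libraries were made with the SMART-Seq HT kit, another kit than that of the IVF- and SCNT-derived embryos. The authors deposited unnormalized read counts made with the same alignment and counting, and labelled 6 embryos targeted on chromosome 4 and 4 targeted on chromosome 18 as putative null and the remaining 18 and 20 as putative non-null. Total counts per embryo were 8544533 to 11855582 (median 10834594) in null and 8391024 to 14234193 (median 10940435) in non-null embryos targeted on chromosome 4. They were 10156479 to 14661352 (median 11919434) in null and 8049425 to 15749199 (median 12417577) in non-null embryos targeted on chromosome 18. A level of 3 counts corresponded to between 0.190 and 0.373 CPM. The smallest chi-square per degree of freedom between embryos of one group was 18.3, so no 2 embryos of one group held the same counts. Pairs across groups were not compared.
TPM was computed from the counts and the feature lengths over all genes and TE loci off the sex chromosomes and the mitochondrial genome, a denominator chosen because it came nearest to the values drawn in Figure 3B. Null and non-null embryos were compared with two-sided exact permutation tests, whose smallest possible p was 7.43e-06 for 6 against 18 embryos and 9.41e-05 for 4 against 20. No electroporated control without a guide RNA was among the samples. The null label was assigned by the paper from the expression of the targeted loci, so the embryos were not genotyped for this comparison, and a non-null embryo can carry the deletion on part of its alleles. Values of this experiment were not compared in level with those of the IVF- and SCNT-derived embryos.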

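In the 18 non-null embryos targeted on chromosome 4, the targeted loci had 77.5 ± 49.3 and 100 ± 68.0 TPM (SD, n = 18), from 14.0 to 190 and from 8.38 to 231. In the 6 null embryos they had 2.42 ± 3.16 and 0.763 ± 0.586 TPM (SD, n = 6). The counts in null embryos ran from 0 to 80 at the first locus and from 1 to 8 at the second. Of the 6, 5 were under 5 TPM at both loci. Null replicate 8 had 7.91 TPM at the first locus, from 80 counts, and 1.88 at the second. On chromosome 18 the 20 non-null embryos had 26.1 ± 15.9 and 43.0 ± 26 TPM (SD, n = 20), and the 4 null embryos 0.990 ± 0.0738 and 2.33 ± 0.995 TPM (SD, n = 4), with all 4 under 5 TPM at both loci. One non-null embryo was under 5 TPM at the first chromosome 18 locus, with 4.54, and not at the second. The difference was not tested, because the label follows from these values.
The other target served as a check. In embryos targeted on chromosome 4, the chromosome 18 loci had 35.1 ± 22.7 and 51.9 ± 32.1 TPM in non-null embryos (SD, n = 18) and 31.6 ± 24.1 and 47.8 ± 34.7 TPM in null embryos (SD, n = 6). Null replicate 8 was again an exception, with 0.296 and 3.28 TPM at the chromosome 18 loci. In all 24 embryos targeted on chromosome 18, the chromosome 4 loci were above 5 TPM, from 43.6 at the lowest.

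**Figure D2:**
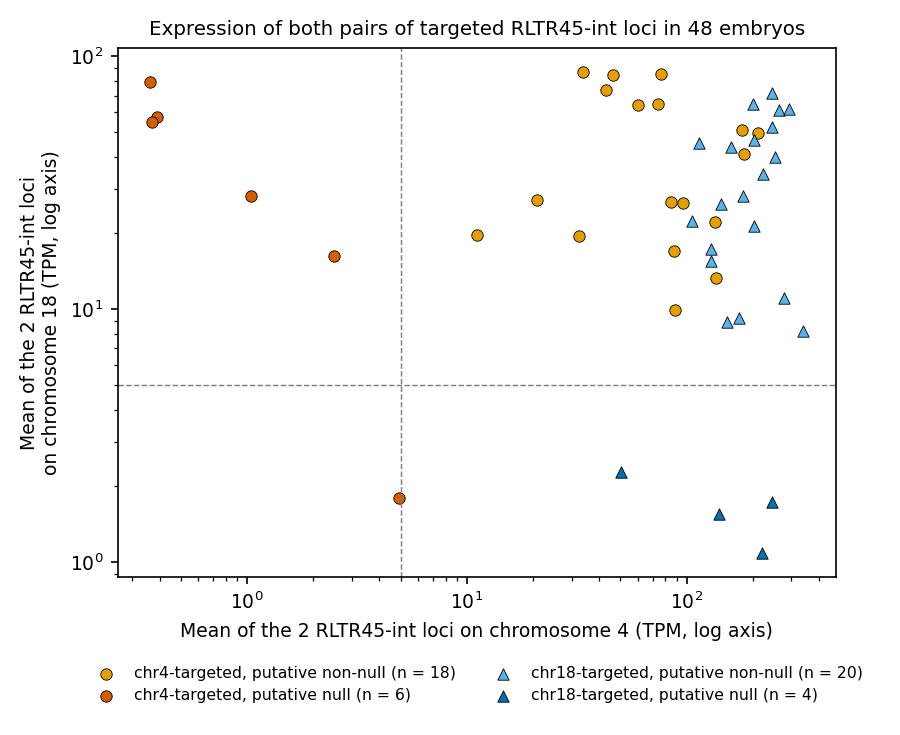
Mean TPM of both targeted loci on chromosome 4 (horizontal axis, log scale) against that on chromosome 18 (vertical axis, log scale) in each of the 48 electroporated embryos, by target and putative genotype, with dashed lines at 5 TPM. The null embryos of each target lie under the line of their own locus, and null replicate 8 of the chromosome 4 target lies under both, at 4.9 and 1.79 TPM.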

Of the embryos analyzed, six and four embryos targeted for RLTR45-int loci on chromosomes 4 and 18, respectively, were considered to be successfully knocked out based on the absence of or very low expression levels of the targeted RLTR45-int loci at the morula stage (Figure 3B, Supplementary Figure S4A). 

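The start of each of the 5 genes lies between 412 kb and 1931 kb from the deleted loci. Null embryos had 2.16 ± 0.692 TPM of Ubxn2b (SD, n = 6) against 2.63 ± 1.31 in non-null embryos (SD, n = 18), a ratio of 0.824 (two-sided exact permutation test, p = 0.421). Sdcbp had 10.9 ± 2.93 against 15.1 ± 8.82 TPM, a ratio of 0.726 (exact p = 0.277), and was below the non-null median in all 6 null embryos. The ratio was 0.719 for Nsmaf (4.63 ± 2.95 against 6.43 ± 5.12 TPM, exact p = 0.425), 0.731 for Chd7 (2.21 ± 0.604 against 3.03 ± 1.58 TPM, exact p = 0.238) and 0.990 for Rab2a (27.3 ± 6.45 against 27.6 ± 7.22 TPM, exact p = 0.930). After Benjamini-Hochberg adjustment over the 5 genes the p values were 0.531 for the first 4 and 0.930 for Rab2a, so each difference was within the spread between embryos. The targeted loci had 88.8 TPM in the non-null embryos and 195 TPM in embryos of the other target (permutation test, p = 1e-05), a comparison chosen after seeing the data. Deletion on part of their alleles would lower these controls and could hide a difference in the nearby genes. Sdcbp (6365650 to 6408423) and Nsmaf (6396207 to 6454271) overlap on opposite strands.
Averaged over the 5 genes on the log2(TPM + 1) scale, which understates changes of low genes, the null embryos were lower by a difference of -0.14 (exact p = 0.577). Against embryos of the other target the difference was -0.30 (exact p = 0.130). The setting that moved this most was chosen after seeing the data and took all genes of at least 1 TPM within 2 Mb. It added Gm11800, whose bounds are 2038 bp from the first targeted locus, and gave -0.92 (exact p = 0.000357). Gm11800 lies in the grey region of Supplementary Figure S4A and may have been removed with the targeted loci. Null embryos were picked for the loss of those loci, so this p cannot tell whether the other nearby genes changed.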

On chromosome 4, among the five expressed genes within 2 Mb of the RLTR45-int (see Figure 3C), 4 genes (*Ubxn2b*, *Sdcbp*, *Nsmaf*, and *Chd7*) were downregulated by deletion of the corresponding RLTR45-int loci, although not statistically significant (*p* = 0.078–0.30) (Figures 3C,D). On chromosome 18, five (*Crem*, *Cul2*, *Gm50088*, *Mtpap*, and *Zfp438*) of the six expressed genes within 2 Mb of the RLTR45-int (see Figure 3E) were downregulated by deletion of the corresponding RLTR45-int loci although not statistically significant (*p* = 0.26–0.46) (Figures 3E,F). Furthermore, positive correlations were observed between the decreased expression ratios of nearby genes by gene knockout and those by SCNT (vs. IVF) (Figure 3G, Supplementary Figure 4C,D). These results suggest that the RLTR45-int loci possess enhancer-like activities that regulate their nearby genes and that loss of such enhancer activity in SCNT-derived embryos caused downregulation of their nearby genes.

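Gm50088 is not a symbol in the deposited table or the annotation used here, and the gene at its place in Figure 3E, AC140240.1 (ENSMUSG00000117389.1; 3466371 to 3466502), was taken for it by position. Null embryos had 129 ± 73.6 TPM of Cul2 (SD, n = 4) against 175 ± 58.3 in non-null embryos (SD, n = 20), a ratio of 0.734 (two-sided exact permutation test, p = 0.182). The ratio was 0.728 for Crem (3.00 ± 2.62 against 4.12 ± 1.96 TPM, exact p = 0.332), 0.802 for Mtpap (44.4 ± 25.4 against 55.3 ± 20.5 TPM, exact p = 0.359) and 0.612 for Zfp438 (2.68 ± 2.42 against 4.38 ± 2.13 TPM, exact p = 0.167). AC140240.1 had a ratio of 0.445 (exact p = 0.345) on 5 counts in the null embryos together, all in replicate 12. Gm10557 was higher in null embryos, with 26.3 ± 8.55 against 21.1 ± 8.16 TPM, a ratio of 1.24 (exact p = 0.271). All 6 adjusted p values were 0.359. Of the 4 null embryos, 3 were below the non-null median for Crem, Cul2, AC140240.1 and Mtpap, and 2 for Zfp438.
Averaged over the 6 genes on the log2(TPM + 1) scale, the difference was -0.42 (exact p = 0.0877). The omission of null replicate 1 moved it most, to -0.19 (exact p = 0.468). Against the 24 embryos targeted on chromosome 4 in place of the non-null embryos it was -0.65 (exact p = 0.00620), a comparison that also sets embryos of separate electroporations against each other.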

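Across the 5 genes near the chromosome 4 loci, the ratios of null to non-null embryos and of SCNT- to IVF-derived embryos had a Spearman rho of 0.70 (two-sided exact permutation test, p = 0.233) and a Pearson r of 0.513 (exact p = 0.425). With 5 genes the smallest possible p of the rank test is 0.0167. Across the 6 genes near the chromosome 18 loci, rho was 0.371 (exact p = 0.497) and r was 0.538 (exact p = 0.254), with a smallest possible p of 0.00278. These are correlations across genes, which are not independent replicates. In SCNT-derived embryos, TPM ratios to IVF were 0.569 for Ubxn2b, 0.386 for Sdcbp, 0.0575 for Nsmaf, 0.982 for Rab2a and 1.07 for Chd7. On chromosome 18 they were 0.546 for Crem, 0.619 for Cul2, 0.841 for Gm10557, 0.611 for Mtpap and 1.01 for Zfp438, and AC140240.1 had 0 counts in all SCNT-derived embryos. Without AC140240.1, a setting chosen after seeing the data, rho was -0.100 across the remaining 5 genes (exact p = 0.950) and r was 0.0925 (exact p = 0.950).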

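RLTR45-int expression outside the 4 targeted loci was compared as a background. It was 1879 ± 578 CPM in null (SD, n = 6) and 2131 ± 512 CPM in non-null embryos (SD, n = 18) targeted on chromosome 4 (two-sided exact permutation test, p = 0.321), and 1628 ± 263 CPM in null (SD, n = 4) and 2028 ± 462 CPM in non-null embryos (SD, n = 20) targeted on chromosome 18 (exact p = 0.113). Over all genes, edgeR's quasi-likelihood test called 2 of 20115 genes in the chromosome 4 comparison and 2 of 20124 in the chromosome 18 comparison at an adjusted p under 0.05, with 677 and 1107 genes at an unadjusted p under 0.05. None of the genes of Figures 3C,E was among them. The paper reports lower means of most nearby genes in null embryos, and positive correlations of their ratios with those in SCNT-derived embryos. From these results it proposes that the deleted loci act like enhancers and that their loss lowers the nearby genes.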

**FIGURE 3:**
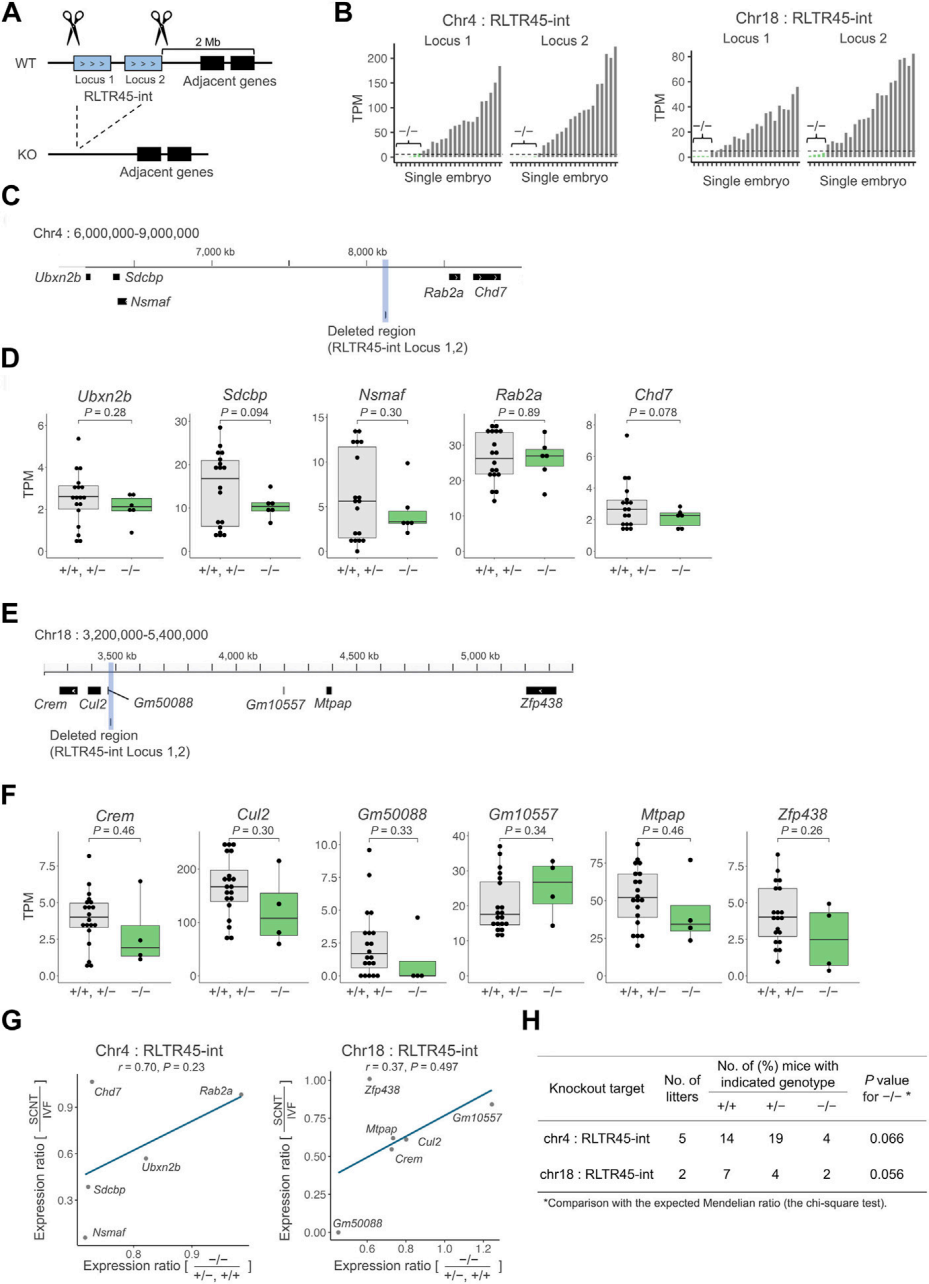
Deletion of SCNT-low and enhancer-like RLTR45-int loci caused decreased expressions of the adjacent genes. **(A)** Schematics of the experimental approach. Both ends of a target region including two SCNT-low, enhancer-like RLTR45-int loci on chromosome 4 or 18 were cut with the gRNAs-Cas9 complex to delete the entire region **(B)** Bar graphs showing expressions of two targeted RLTR45-int loci on chromosomes 4 (left) and 18 (right) after CRISPR/Cas9-mediated knockout. Homozygous knockout embryos were determined based on the no or negligible expression levels (TPM <5) of both RLTR45-int loci (depicted as “^−/−^”). **(C)** Genome browser view showing the deleted region and its adjacent genes which are expressed in morulae on chromosome 4. The deleted region is highlighted in gray. **(D)** Box-and-whisker plots comparing the expressions of the adjacent genes on chromosome 4 in putatively homozygous knockout (^−/−^) embryos and other embryos (^+/+^, ^+/−^). *p* values were calculated by a two-tailed *t*-test. **(E)** Genome browser view showing the deleted region and its adjacent genes which are expressed in morulae on chromosome 18. The deleted region is highlighted in gray. **(F)** Box-and-whisker plots comparing the expressions of the adjacent genes on chromosome 18 in putatively homozygous knockout embryos (^−/−^) and other embryos (^+/+^, ^+/−^). *p* values were calculated by a two-tailed *t*-test (right). **(G)** Scatterplot showing correlation of the decreased expression ratios of adjacent genes in SCNT (vs. IVF) and homozygous knockout (vs. ^+/+^ and ^+/−^) embryos on chromosomes 4 (left) and 18 (right). A tentative regression line without statistical values is shown because of the small number of samples. **(H)** *In vivo* development of embryos treated with CRISPR/Cas9 targeting RLTR45-int loci on chromosome 4 or 18. Embryos were produced by IVF using heterozygous females and males and transferred into pseudopregnant females. Live embryos were retrieved at E12.5 and genotyped for the targeting loci.

We also sought to determine whether the RLTR45-int deletion on chromosome 4 or 18 could affect postimplantation embryonic development. To this end, we generated mouse lines that lacked the RLTR45-int loci on chromosome 4 or 18. Embryos derived from IVF using heterozygous females and males were transferred into recipient females and examined at embryonic day (E) 12.5. The number of homozygous knockout embryos was smaller than expected, but with no statistical differences. Thus, there was no evidence that deletion of the RLTR45-int loci on chromosome 4 or 18 affects embryo development after implantation.

### RLTR45-int loci were enriched with reprogramming-resistant H3K9me3

In somatic cells, the ERVK family is primarily repressed by H3K9me3 through the KRAB-ZFP/KAP1 system (Wolf and Macfarlan, 2015). Consistent with this, we found H3K9me3 enrichment at the SCNT-low, enhancer-like RLTR45-int loci in donor cumulus cells by analyzing H3K9me3 ChIP-seq data (Figure 4A) (Liu et al., 2016). Therefore, we investigated the possibility that defective reprogramming of the ERVK family including RLTR45-int following SCNT might be responsible for the somatic cell-derived H3K9me3 marks. We analyzed a publicly available database of H3K9me3 ChIP-seq data in vivo-derived embryos, SCNT-derived embryos, and *Kdm4b*-injected SCNT-derived embryos (Liu et al., 2016). Among the major TE families, ERV1 and ERVK had higher H3K9me3 levels in SCNT (GFP mRNA-injected)-derived embryos compared with *in vivo* embryos (Figure 4B). We found that SCNT-low, enhancer-like ERVKs had particularly high H3K9me3 levels in SCNT-derived embryos. Although these regions seemed to respond to *Kdm4b* treatment to some extent, they still had high H3K9me3 enrichment (Figures 4B,C). The expression levels of the RLTR45-int loci on chromosome 18 in IVF- and SCNT-derived embryos, together with their H3K9me3, and H3K27ac levels, were shown in a genome browser view (Figure 4D), which clearly displays the significant remnants of H3K9me3, unlike in vivo-derived embryos. These findings imply the existence of another epigenetic barrier repressing the RLTR45-int expression and enhancer activity of in SCNT embryos.

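At the chromosome 18 loci values of IVF- and SCNT-derived embryos did not overlap. The first locus had at least 5.83 TPM in every IVF-derived embryo and at most 1.32 TPM in any SCNT-derived embryo. At the second the lowest IVF value was 6.19 TPM and the highest SCNT value 5.58 TPM, in replicate 4, while the other 6 SCNT-derived embryos had at most 0.917 TPM. The transcript G430049J08Rik, annotated 1686 bp from the first locus (3471630 to 3474315) and picked out after its values were seen, had 21.6 TPM on average in IVF-derived embryos and 0.544 TPM in SCNT-derived embryos. The published ChIP-seq data in the browser view were not analysed here.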

**FIGURE 4:**
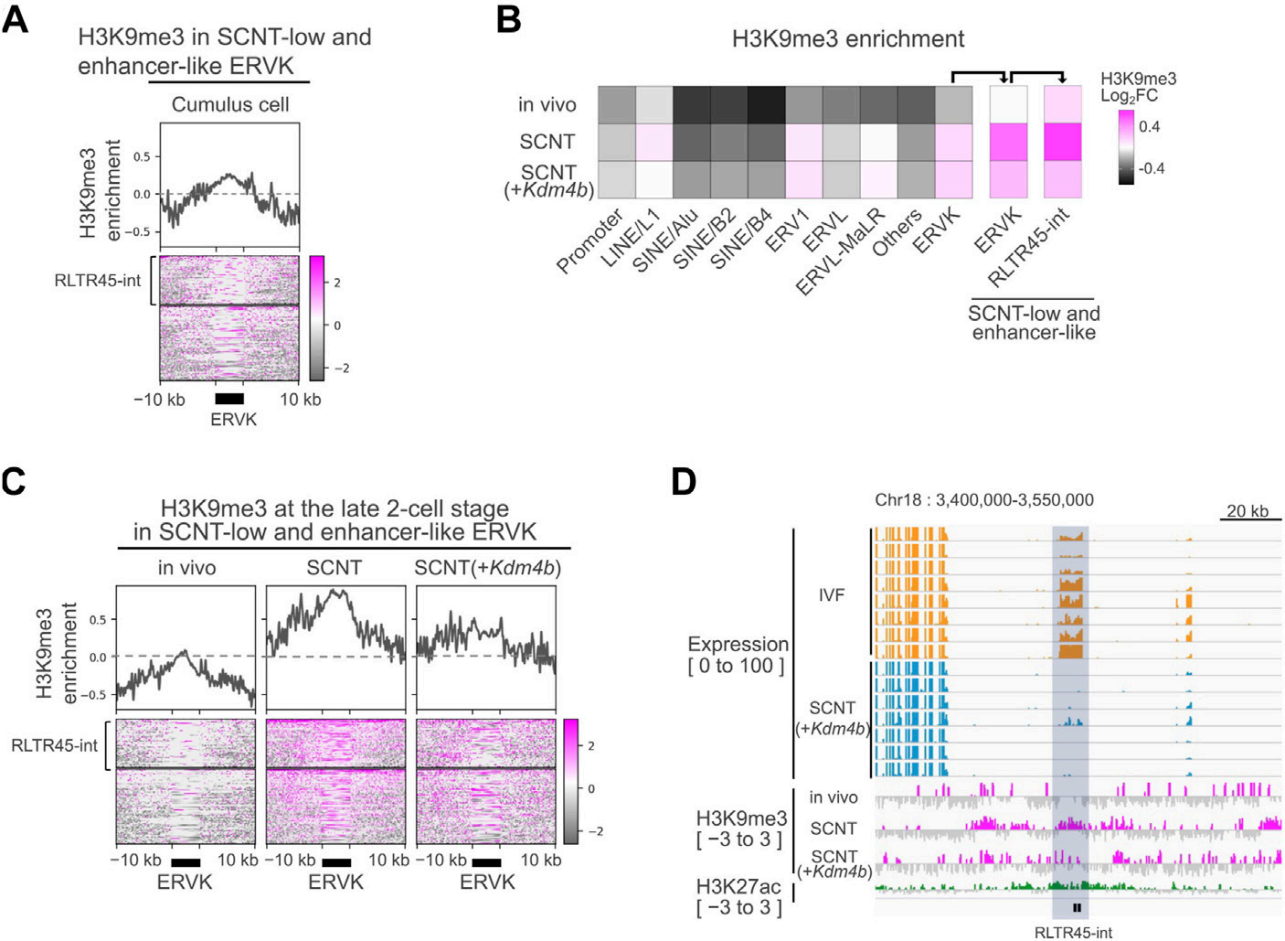
Donor cell-derived H3K9me3 was not fully reprogrammed at RLTR45-int loci. **(A)** Heatmap and line graph showing H3K9me3 enrichment at SCNT-low, enhancer-like ERVK loci in cumulus cells. The heatmap is divided into two parts: the upper represents the H3K9me3 enrichment of RLTR45-int loci and the lower represents that of the other ERVK loci. Published H3K9me3 ChIP-seq data (GSE70606) were analyzed. **(B)** Heatmap showing H3K9me3 enrichment of gene promoter, TE families, and SCNT-low, enhancer-like ERVK and RLTR45-int loci in 2-cell embryos. **(C)** Heatmap and line graph showing H3K9me3 enrichment at SCNT-low, enhancer-like ERVK loci *in vivo*, SCNT, and *Kdm4b*-mRNA-injected SCNT-derived 2-cell embryos. The heatmap is divided into two parts: the upper represents the H3K9me3 enrichment of RLTR45-int loci and the lower represents that of the other ERVK loci. **(D)** Genome browser view showing the expression levels in IVF (yellow) and SCNT (blue) morulae, H3K9me3 enrichment (red) *in vivo*, SCNT, *Kdm4b*-mRNA-injected SCNT 2-cell embryos, and H3K27ac enrichment (green) in 8-cell *in vivo* embryos around two SCNT-low, enhancer-like RLTR45-int loci on chromosome 18. The RLTR45-int region is highlighted in gray.

## Discussion

Here, we demonstrated that endogenous retroviral ERVK, especially its subfamily RLTR45-int, was specifically repressed in SCNT-derived morulae. We identified the RLTR45-int loci as putative enhancers because there was a significant correlation between the expression ratios (SCNT/IVF) of RLTR45-int loci and their nearby genes. Consistent with this observation, these loci were enriched with a typical enhancer marker H3K27ac, but not with the promoter marker H3K4me3. We further confirmed this assumption by CRISPR/Cas9-mediated knockout of RLTR45-int loci on two chromosomes, which resulted in downregulations of their nearby genes. The effects of the knockouts on the downregulations of these genes were not statistically significant (*p* > 0.05), but this might have been due to the relatively small proportions of successfully knocked-out embryos among the treated embryos. Indeed, there were significant correlations between the decreased expression ratios of adjacent genes in SCNT (*vs.* IVF) and homozygous knockout (*vs.* ^+/+^ and ^+/−^) embryos (Figure 3G). 

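In the tests of the nearby genes as a set, leaving out single null embryos gave differences from -0.22 to -0.09 for chromosome 4 (two-sided exact permutation tests, p from 0.414 to 0.747) and from -0.62 to -0.19 for chromosome 18 (exact p from 0.0203 to 0.468). The deposited labels make 6 of 24 and 4 of 24 embryos putative null.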

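With embryos of the other target as controls in place of non-null embryos, the rank correlation across genes was -0.100 on chromosome 4 (two-sided exact permutation test, p = 0.950) and 0.257 on chromosome 18 (exact p = 0.658). With differences of mean log2(TPM + 1) in place of ratios of mean TPM, it was 0.100 (exact p = 0.950) and 0.257 (exact p = 0.658).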

As far as we know, this is the first demonstration of enhancer-like TEs activated in late preimplantation embryos. It should be stressed that this finding could be achieved with our SCNT experimental system that can elicit dysregulation of specific genes in comparison with fertilized embryos. However, the enhancer-like TEs identified in this study might have been underestimated because we performed mRNA-seq studies that can detect only polyadenylated (polyA) RNAs. Given that most TE transcripts are thought to be devoid of polyA, employment of RNA-seq using random primers would enable us to identify new sets of TEs that might play specific roles during peri-implantation embryonic development.

Mammalian TEs with regulatory sequences originated from ancestral transposons that were integrated into the germline of the host genome. TEs, including ERVs, are suppressed by the epigenetic machinery such as repressive histone marks and DNA methylation to avoid their transposition and recombination capacity unless they are activated to play normal physiological roles (Kato et al., 2018; He et al., 2019). In late preimplantation mouse embryos, different layers of repressive histone marks cooperatively silence harmful TEs because their genomic DNA is largely hypomethylated (Hatanaka et al., 2015; Wang et al., 2018). Here, we found that ERVKs including the RLTR45-int loci escape this histone-mediated silencing and thus at least some of them can exert their enhancer-like functions at the morula stage. Paradoxically, ERVKs are relatively enriched with repressive H3K9me3 marks compared with other TEs (Figure 4B). This is in accordance with a finding that the genome of preimplantation embryos contains large H3K9me3 domains occupying LTR regions (such as ERVL and ERVK), but not LINE or SINE regions (Wang et al., 2018). Therefore, we do not know how ERVKs escape the wave of genome-wide TE silencing in a natural setting. According to our study (Hatanaka et al., 2015), TEs in preimplantation embryos are predominantly silenced by H4K20me3 rather than by H3K9me3, based on the results from knockdown of different histone methyltransferases. During preimplantation development, initial H3K9me3 deposited by Suv39h2 is not repressive, and later Suv39h1-mediated H3K9me3 deposition, which is accompanied by H4K20me3, forms constitutively repressive heterochromatin (Burton et al., 2020). It is known that most morulae undergo arrested development by de-repression of many TEs induced by knockdown of CAF-1, a histone chaperone conveying H3.1 as well as H4. It is possible that H4K20me3 is lacking in the ERVK regions of preimplantation embryos. This question should be clarified in future studies.

Another important finding in this study is that RLTR45-int loci were further enriched with H3K9me3 in SCNT-derived embryos. This aberrant H3K9me3 deposition in RLTR45-int is most likely a carry-over from the nucleus-donor cumulus cells (Figure 4A). However, unlike MERVL in SCNT 2-cell embryos (Matoba et al., 2014), treatment with the H3K9 demethylase Kdm4d failed to activate RLTR45-int in SCNT-derived embryos. This might have been because of the abundance of H3K9me3 or the coexistence of other reprogramming-resistant epigenetic barriers, which may lead to formation of strongly heterochromatinized regions at the RLTR45-int loci. 

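Every SCNT-derived embryo analysed here had received Kdm4d mRNA, and RLTR45-int was below the lowest IVF-derived embryo in 6 of the 7. The exception was replicate 4, whose 1849 CPM of RLTR45-int lay within the 1059 to 3446 CPM of the IVF-derived embryos. TE loci took 5.86% of the counts of replicate 4, against at most 5.15% in IVF-derived embryos. Its LINE/L1 level was 7615 CPM against at most 5436, while its ERVL level of 1162 CPM was within the IVF range. The share of RLTR45-int among its TE counts was not compared with that of the IVF-derived embryos. The targeted chromosome 4 loci of replicate 4 were at 3.54 and 3.37 TPM, far under the IVF-derived embryos. Its second chromosome 18 locus was at 5.58 TPM, where the lowest IVF-derived embryo had 6.19. SCNT-derived embryos without Kdm4d mRNA were not analysed here, so the effect of the treatment itself was not measured.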

We estimate that there are about 400 RLTR45-int loci in the mouse genome, although the precise annotation of the RNA-seq products to specific loci is technically difficult due to their sequence similarities. 

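The deposited table lists 815 loci named RLTR45-int, of which 634 lie off the sex chromosomes and 261 had at least 1 read per embryo on average. One inserted element can be listed as several loci, as with the pairs of loci on chromosomes 4 and 18.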

The multicopy RLTR45-int loci act as enhancers to regulate a number of downstream genes at the morula stage, suggesting that this large-scale gene activating cascade might play critical roles in subsequent developmental events. Abnormal RLTR45-int silencing in SCNT morulae helps explain the frequent death of SCNT-derived embryos shortly after implantation. As RLTR45-int was preferentially expressed in the inner cell mass rather than trophectoderm in blastocysts (Figure 1F), its downregulation might affect the development of embryonic tissue (epiblast and/or primitive endoderm) in SCNT-derived embryos. In this study, we successfully deleted two sequential RLTR45-int loci on chromosome 4 and 18 that regulate four to five downstream genes, respectively, in IVF-derived embryos. As far as we observed, these individual knockouts seemed to have no adverse effects on subsequent embryonic development (Figure 3H). It is probable that a set of genes regulated by multiple RLTR45-int loci may have functional redundancy that makes knockout of a single locus negligible. To overcome this, it is essential to delete all or many of RLTR45-int by CRISPR/Cas9 one at a time, but it is difficult to design appropriate guide (g)RNAs that specifically target the RLTR45-int sequences. Low-specific gRNAs would cause frequent off-target mutations that would irreversibly damage the genome. Another approach would be the “rescue” of SCNT-derived embryos by activation of RLTR45-int. If some epigenetic treatments allow global activation of RLTR45-int and improve the development of SCNT-derived embryos, then conversely the results indicate that RLTR45-int is important for postimplantation embryonic development. Further comprehensive epigenetic analyses of SCNT-derived embryos at peri-implantation stages and the development of more refined epigenetic modulation technology should reveal this point in future studies.

## Materials and methods

### Animals

All animal experiments were approved by the Animal Experimentation Committees at the RIKEN Tsukuba Institute and were performed in accordance with the committees’ guidelines. Animals were housed under controlled temperature (24 ± 1°C), humidity (55% ± 2%), and a lighting condition (daily light period, 07:00–21:00). They were provided with food and water *ad libitum* and maintained under specific pathogen-free conditions.

### *In vitro* fertilization

C57BL/6N (Japan SLC, Shizuoka, Japan) female mice at 4–20 weeks of age were superovulated by injection of 7.5 IU equine chorionic gonadotropin (eCG; PMSG, Sankyo Co. Ltd., Tokyo, Japan) or anti-inhibin serum (100 μL per mouse; Central Research Co. Ltd., Tokyo, Japan) (Hasegawa et al., 2022), followed 46–52 h later by injection of 7.5 IU human chorionic gonadotropin (hCG; Puberogen, Sankyo). Female mice were euthanized by cervical dislocation 16 h after the hCG injection, and cumulus–oocyte complexes were collected from the ampullae of excised oviducts and placed in 100-μL droplets of human tubal fluid (HTF) medium. Spermatozoa were collected from the cauda epididymiis of adult DBA2 male mice (Japan SLC) and preincubated for at least 30 min in a 400-μL droplet of HTF. After preincubation, 3–5 μL of the sperm suspension was added to the oocyte cultures. At 3 h post-insemination (hpi), morphologically normal fertilized embryos were collected and cultured in potassium simplex optimized medium (KSOM). All incubations were performed at 37°C under 5% CO_2_ in air.

### *In vitro* transcription of mRNA

The procedure of mRNA synthesis was carried out as described (Matoba et al., 2014). After a pcDNA3.1 plasmid carrying the full-length mouse *Kdm4d* sequence (61553; Addgene, Watertown, MA, United States) was linearized by XbaI, it was used as a template for *in vitro* transcription using mMESSAGE mMACHINE T7 ULTRA Transcription kits (AM1345; Thermo Fisher Scientific, Waltham, MA, United States). The synthesized mRNA was diluted to 1500 ng/μL in nuclease-free water and stored at −80°C until use.

### Somatic cell nuclear transfer and *Kdm4d* mRNA injection

SCNT was done as described (Matoba et al., 2018). Cumulus cells used as nuclear donors were collected from wild-type and *Xist* heterozygous knockout female mice with a BDF1 (C57BL/6N × DBA2) genetic background. Recipient oocytes were collected from BDF1 female mice following superovulation as above, and placed in KSOM droplets containing 0.1% bovine testicular hyaluronidase (385931; Calbiochem, La Jolla, CA, United States) to remove cumulus cells. The cumulus-free oocytes were enucleated in Hepes-buffered KSOM containing 7.5 μg/ml cytochalasin B using a Piezo-driven pipette (PMM-150FU; Prime Tech, Ibaraki, Japan). After being cultured in fresh KSOM for 1 h, the enucleated oocytes were injected with cumulus cell nuclei in Hepes-buffered KSOM at room temperature. After 1 h culture, the injected oocytes were activated by culture in a Ca^2+^-free KSOM containing 3 mM strontium chloride and 5 μg/ml cytochalasin B for 1 h. The reconstructed oocytes were cultured in KSOM containing 5 μg/ml cytochalasin B for 5 h. After being washed thoroughly, SCNT-derived embryos were injected with 10 pL of 1500 ng/μL mouse *Kdm4d* mRNA at 5–6 h postactivation (hpa).

### Design and synthesis of guide RNAs

The gRNAs were synthesized using GeneArt Precision gRNA Synthesis kits (A29377; Thermo Fisher Scientific). Briefly, two gRNAs were designed by a software tool (https://www.benchling.com) to target the 5′ and 3′ regions outside the specific RLTR45-int loci on each of mouse chromosomes 4 and 18. DNA templates of gRNAs were assembled by polymerase chain reaction (PCR) using specific primer sets, and then gRNAs were transcribed *in vitro* based on the templates. The gRNAs used in this study are listed in Supplementary Table S1.

### CRISPR/Cas9-mediated deletion of RLTR45-int

IVF was performed as described above, with slight modifications. Spermatozoa were collected from C57BL/6N male mice and 3–5 μL of the sperm suspension was added to oocyte cultures containing 1 mM glutathione (G6013-5G, Sigma-Aldrich, St. Louis, MO, United States) to improve the fertilization rate. At 6–7 hpi, 20–30 embryos were placed into a chamber with 5 μL of Opti-MEM (51985062; Thermo Fisher Scientific) containing 200 ng/μL Cas9 (1081058; Integrated DNA Technologies Inc, Coralville, IA, United States) and 100 ng/μL gRNA. They were electroporated with a 1-mm gap electrode (CUY501P1; Nepa Gene, Chiba, Japan) in a NEPA21 Super Electroporator (Nepa Gene). The pulses used for electroporation were voltage 25–30 V, pulse width 2 ms, pulse interval 50 ms, and number of pulses 4. The first and second transfer pulses were voltage 10 V, pulse width 2 ms, pulse interval 50 ms, and number of pulses 4. Embryos cultured *in vitro* were collected at 69 hpi for RNA-seq experiments, and the remaining embryos were transferred into pseudopregnant ICR female mice. F0 founder mice carrying mutations were used for establishment of knockout mouse lines. IVF embryos derived from F1 generation heterozygous females and males were transferred into pseudopregnant mice that were mated with vasectomized male mice overnight before embryo transfer. On E12.5, embryos were retrieved from the uteri to assess the *in vivo* developmental ability of embryos based on the genotype.

### Genotyping

Genomic DNA was extracted from tail tip or fetal tissues using a Wizard Genomic DNA Purification Kit (A1120; Promega, Madison, WI, United States). Primers were designed to amplify the deleted regions. PCR was performed using TaKaRa Ex Taq Hot Start Version (RR006A; Takara Bio Inc, Shiga, Japan) under the following conditions: 1 cycle of 98°C for 10 s; 30 cycles of 98°C for 10 s, 60°C for 30 s, and 72°C for 40 s; and 1 final step of 72°C for 1 min. Sanger sequencing of the PCR products was outsourced to Eurofins Genomics Inc. (Tokyo, Japan). Primers used in this study are listed in Supplementary Table S1.

### RNA-seq library preparation

IVF- and SCNT-derived embryos were collected at 69–70 hpi/hpa, washed twice in 0.05% bovine serum albumin in phosphate-buffered saline, and flash-frozen in liquid nitrogen. After thawing, polyadenylated RNAs were reverse-transcribed and amplified, using SMART-Seq v4 kits (R00752; Takara Bio Inc.). Embryos electroporated with Cas9 and gRNAs were collected at 69–70 hpi, and the sequence libraries were synthesized using SMART-Seq HT kits (R400748; Takara Bio Inc.). The quality of sequence libraries was examined using a 2100 Bioanalyzer with High Sensitivity DNA kits (5067–4626; Agilent Technologies, Santa Clara, CA, United States). Paired-end 150-bp sequencing was performed on a HiSeq X platform (Illumina, San Diego, CA, United States).

### RNA-seq analysis

Adapter sequences and low-quality reads were removed with Trimmomatic (version 0.36) (Bolger et al., 2014). The resulting sequence reads were aligned uniquely to the mm10 mouse genome using STAR aligner software (version 2.7.5c) (Dobin et al., 2013) with parameters as follows: “—alignIntronMin 20—alignIntronMax 1000000—alignMatesGapMax 1000000— alignSJoverhangMin 8—alignSJDBoverhangMin 1—twopass Mode Basic—readFilesCommand zcat—outFilterType BySJout —outFilterMultimapNmax 1—outFilterMismatchNmax 999— outFilterMismatchNoverReadLmax 0—outSAMtype BAM Unsorted—winAnchorMultimapNmax 50”. The mapped reads were counted using featureCounts (Liao et al., 2014). The expression levels of genes were calculated with normalized transcripts per kilobase million (TPM) data, and the expression level of TE locus was calculated with normalized TPM and counts per million (CPM). Differentially expressed genes and TE loci were analyzed by the DESeq2 package (version 1.16.1) (Love et al., 2014). Expressed transcripts with at least one read on average were used for analysis. Principal component analysis (PCA) was performed using RLE-normalized counts by DEseq2. The Spearman correlation coefficient of expression level was computed to indicate the correlation between duplicates. Gene ontology enrichment analysis was done in Metascape (version 3.5). Sex chromosomes were excluded from this analysis; this is because IVF-derived embryos include male and female cells while all SCNT-derived embryos are female, so the ratio of X and Y chromosomes is different between the two sets of embryos.

### Chromatin immunoprecipitation sequencing analysis

Adapter sequences and low-quality reads were removed with Trimmomatic (version 0.36) (Bolger et al., 2014). The resulting sequence reads were aligned to the mm10 mouse genome using Bowtie2 aligner software (version 2.4.4) (Langmead and Salzberg, 2012), not allowing a single mismatch in the alignment. Reads from PCR duplicates were filtered using Samtools (version 1.10) (Li et al., 2009) “markdup” with the option “−r”, and then the filtered reads with the “XS” tag were also filtered to extract only uniquely mapped reads. Read counts of replicates were down-sampled until a similar read count was achieved using “divide_bam.py” in RSeQC (Wang et al., 2012) before replicates were merged using Samtools “merge”, so that replicates contributed equally to the merged file. The mouse genome (mm10) was divided into 2-kb bins in a sliding window of 1 kb. Promoters were defined as −2,000– + 500 bp relative to the transcription start site. Read counts for 2-kb bin windows, TE loci for ChIP and input were obtained using “featureCounts” (Liao et al., 2014). Read counts for promoters were obtained from 2-kb windows with maximum overlaps with defined promotes. ChIP and input reads per kilobase per million reads (RPKM) values of TE loci were calculated using the following formula: read count for TE loci/(length of TE loci/1,000 × total read count for 2-kb bin windows/1,000,000). Relative ChIP enrichment of TE loci was calculated by dividing the ChIP (RPKM + 0.5) value of TE loci by the input (RPKM + 0.5) value of TE loci, followed by log_2_ transformation. Relative ChIP enrichment of promoters was obtained in the same way as above. Heatmaps were drawn using “computeMatrix” and “plotHeatmap” in deepTools (version 3.4.3). Enrichment of known motifs within enhancer-like ERVK loci was identified using HOMER (version 4.10) (Heinz et al., 2010) using the function “findMotifsGenome.pl -size given” option. Sex chromosomes were excluded from this analysis (see the “RNA-seq analysis” section above).

### Statistical analysis

Statistical analyses were performed using R (version 4.0.4; https://www.r-project.org). *p* values were calculated using two-tailed *t*-tests (Figures 1C,E, 3D,F). Spearman correlation coefficients were calculated using the “cor” function in R (Figures 1J, 3G, Supplementary Figure S3F,G). In the *in vivo* development experiments, the proportions of mice with three genotypes were each compared to the expected Mendelian ratios by the chi-square test (Figure 3H). *p* values were calculated by applying Fisher’s exact test (Figure 2B). *p* values <0.05 were considered to be statistically significant.

## Data Availability

TThe original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214878.

## References

[B1] AkterM. S.HadaM.ShikataD.WatanabeG.OguraA.MatobaS. (2021). CRISPR/Cas9-based genetic screen of SCNT-reprogramming resistant genes identifies critical genes for male germ cell development in mice. Sci. Rep. 11, 15438. 10.1038/s41598-021-94851-9 34326397PMC8322354

[B2] BolgerA. M.LohseM.UsadelB. (2014). Trimmomatic: A flexible trimmer for illumina sequence data. Bioinformatics 30, 2114–2120. 10.1093/bioinformatics/btu170 24695404PMC4103590

[B3] BurtonA.BrochardV.GalanC.Ruiz-MoralesE. R.RoviraQ.Rodriguez-TerronesD. (2020). Heterochromatin establishment during early mammalian development is regulated by pericentromeric RNA and characterized by non-repressive H3K9me3. Nat. Cell Biol. 22, 767–778. 10.1038/s41556-020-0536-6 32601371PMC7610380

[B4] ChuongE. B.RumiM. A. K.SoaresM. J.BakerJ. C. (2013). Endogenous retroviruses function as species-specific enhancer elements in the placenta. Nat. Genet. 45, 325–329. 10.1038/ng.2553 23396136PMC3789077

[B5] DahlJ. A.JungI.AanesH.GreggainsG. D.ManafA.LerdrupM. (2016). Broad histone H3K4me3 domains in mouse oocytes modulate maternal-to-zygotic transition. Nature 537, 548–552. 10.1038/nature19360 27626377PMC6283663

[B6] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). Star: Ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B7] FueyoR.JuddJ.FeschotteC.WysockaJ. (2022). Roles of transposable elements in the regulation of mammalian transcription. Nat. Rev. Mol. Cell Biol. 23, 481–497. 10.1038/s41580-022-00457-y 35228718PMC10470143

[B8] GaoR.WangC.GaoY.XiuW.ChenJ.KouX. (2018). Inhibition of aberrant DNA re-methylation improves post-implantation development of somatic cell nuclear transfer embryos. Cell Stem Cell 23, 426–435. e5. 10.1016/j.stem.2018.07.017 30146410

[B9] GeS. X. (2017). Exploratory bioinformatics investigation reveals importance of “junk” DNA in early embryo development. BMC Genomics 18, 200. 10.1186/s12864-017-3566-0 28231763PMC5324221

[B10] HadaM.MiuraH.TanigawaA.MatobaS.InoueK.OgonukiN. (2022). Highly rigid H3.1/H3.2-H3K9me3 domains set a barrier for cell fate reprogramming in trophoblast stem cells. Genes Dev. 36, 84–102. 10.1101/gad.348782.121 34992147PMC8763053

[B11] HasegawaA.MochidaK.NakamuraA.MiyagasakoR.OhtsukaM.HatakeyamaM. (2022). Use of anti-inhibin monoclonal antibody for increasing the litter size of mouse strains and its application to *in vivo*-genome editing technology. Biol. Reprod. 107, 605–618. 10.1093/biolre/ioac068 35368067PMC9382380

[B12] HatanakaY.InoueK.OikawaM.KamimuraS.OgonukiN.KodamaE. N. (2015). Histone chaperone CAF-1 mediates repressive histone modifications to protect preimplantation mouse embryos from endogenous retrotransposons. Proc. Natl. Acad. Sci. U. S. A. 112, 14641–14646. 10.1073/pnas.1512775112 26546670PMC4664303

[B13] HeJ.FuX.ZhangM.HeF.LiW.AbdulM. M. (2019). Transposable elements are regulated by context-specific patterns of chromatin marks in mouse embryonic stem cells. Nat. Commun. 10, 34. 10.1038/s41467-018-08006-y 30604769PMC6318327

[B14] HeintzmanN. D.HonG. C.HawkinsR. D.KheradpourP.StarkA.HarpL. F. (2009). Histone modifications at human enhancers reflect global cell-type-specific gene expression. Nature 459, 108–112. 10.1038/nature07829 19295514PMC2910248

[B15] HeinzS.BennerC.SpannN.BertolinoE.LinY. C.LasloP. (2010). Simple combinations of lineage-determining transcription factors prime *cis*-regulatory elements required for macrophage and B cell identities. Mol. Cell 38, 576–589. 10.1016/j.molcel.2010.05.004 20513432PMC2898526

[B16] InoueA.JiangL.LuF.ZhangY. (2017). Genomic imprinting of Xist by maternal H3K27me3. Genes Dev. 31, 1927–1932. –1932. 10.1101/gad.304113.117 29089420PMC5710138

[B17] InoueK.KohdaT.SugimotoM.SadoT.OgonukiN.MatobaS. (2010). Impeding Xist expression from the active X chromosome improves mouse somatic cell nuclear transfer. Science 330, 496–499. 10.1126/SCIENCE.1194174/SUPPL_FILE/INOUE-SOM 20847234

[B18] InoueK.OgonukiN.KamimuraS.InoueH.MatobaS.HiroseM. (2020). Loss of H3K27me3 imprinting in the Sfmbt2 miRNA cluster causes enlargement of cloned mouse placentas. Nat. Commun. 11, 2150. 10.1038/s41467-020-16044-8 32358519PMC7195362

[B19] InoueK.OikawaM.KamimuraS.OgonukiN.NakamuraT.NakanoT. (2015). Trichostatin A specifically improves the aberrant expression of transcription factor genes in embryos produced by somatic cell nuclear transfer. Sci. Rep. 5, 10127. 10.1038/srep10127 25974394PMC4431350

[B20] KamimuraS.InoueK.MizutaniE.KimJ.-M.InoueH.OgonukiN. (2021). Improved development of mouse somatic cell nuclear transfer embryos by chlamydocin analogues, class I and IIa histone deacetylase inhibitors. Biol. Reprod. 105, 543–553. 10.1093/biolre/ioab096 33982061PMC8335354

[B21] KatoM.TakemotoK.ShinkaiY. (2018). A somatic role for the histone methyltransferase Setdb1 in endogenous retrovirus silencing. Nat. Commun. 9, 1683. 10.1038/s41467-018-04132-9 29703894PMC5923290

[B22] KigamiD.MinamiN.TakayamaH.ImaiH. (2003). MuERV-L is one of the earliest transcribed genes in mouse one-cell embryos. Biol. Reprod. 68, 651–654. 10.1095/biolreprod.102.007906 12533431

[B23] KishigamiS.WakayamaS.Van ThuanN.OhtaH.MizutaniE.HikichiT. (2006). Production of cloned mice by somatic cell nuclear transfer. Nat. Protoc. 1, 125–138. 10.1038/nprot.2006.21 17406224

[B24] LangmeadB.SalzbergS. L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods 9, 357–359. 10.1038/nmeth.1923 22388286PMC3322381

[B25] LeeH.-J.GöringW.OchsM.MühlfeldC.StedingG.PaprottaI. (2004). Sox15 is required for skeletal muscle regeneration. Mol. Cell. Biol. 24, 8428–8436. 10.1128/MCB.24.19.8428-8436.2004 15367664PMC516755

[B26] LiH.HandsakerB.WysokerA.FennellT.RuanJ.HomerN. (2009). The sequence alignment/map format and SAMtools. Bioinformatics 25, 2078–2079. 10.1093/bioinformatics/btp352 19505943PMC2723002

[B27] LiaoY.SmythG. K.ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30, 923–930. 10.1093/bioinformatics/btt656 24227677

[B28] LiuW.LiuX.WangC.GaoY.GaoR.KouX. (2016). Identification of key factors conquering developmental arrest of somatic cell cloned embryos by combining embryo biopsy and single-cell sequencing. Cell Discov. 2, 16010. 10.1038/celldisc.2016.10 27462457PMC4897595

[B29] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B30] MacfarlanT. S.GiffordW. D.DriscollS.LettieriK.RoweH. M.BonanomiD. (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature 487, 57–63. 10.1038/nature11244 22722858PMC3395470

[B31] MatobaS.InoueK.KohdaT.SugimotoM.MizutaniE.OgonukiN. (2011). RNAi-mediated knockdown of Xist can rescue the impaired postimplantation development of cloned mouse embryos. Proc. Natl. Acad. Sci. U. S. A. 108, 20621–20626. 10.1073/pnas.1112664108 22065773PMC3251083

[B32] MatobaS.KozukaC.MiuraK.InoueK.KumonM.HayashiR. (2022). Noncanonical imprinting sustains embryonic development and restrains placental overgrowth. Genes Dev. 36, 483–494. 10.1101/gad.349390.122 35483741PMC9067403

[B33] MatobaS.LiuY.LuF.IwabuchiK. A.ShenL.InoueA. (2014). Embryonic development following somatic cell nuclear transfer impeded by persisting histone methylation. Cell 159, 884–895. 10.1016/j.cell.2014.09.055 25417163PMC4243038

[B34] MatobaS.WangH.JiangL.LuF.IwabuchiK. A.WuX. (2018). Loss of H3K27me3 imprinting in somatic cell nuclear transfer embryos disrupts post-implantation development. Cell Stem Cell 23, 343–354. e5. 10.1016/j.stem.2018.06.008 30033120PMC6326833

[B35] MatobaS.ZhangY. (2018). Somatic cell nuclear transfer reprogramming: Mechanisms and applications. Cell Stem Cell 23, 471–485. 10.1016/j.stem.2018.06.018 30033121PMC6173619

[B36] ModzelewskiA. J.ShaoW.ChenJ.LeeA.QiX.NoonM. (2021). A mouse-specific retrotransposon drives a conserved Cdk2ap1 isoform essential for development. Cell 184, 5541–5558.e22. e22. 10.1016/j.cell.2021.09.021 34644528PMC8787082

[B37] OguraA.MatobaS.InoueK. (2021). 25th Anniversary of Cloning by Somatic-Cell Nuclear Transfer: Epigenetic abnormalities associated with somatic cell nuclear transfer. Reproduction 162, F45–F58. 10.1530/rep-21-0013 33635828

[B38] OikawaM.InoueK.ShiuraH.MatobaS.KamimuraS.HiroseM. (2014). Understanding the X chromosome inactivation cycle in mice: A comprehensive view provided by nuclear transfer. Epigenetics 9, 204–211. 10.4161/epi.26939 24172050PMC3962530

[B39] PeastonA. E.EvsikovA. V.GraberJ. H.de VriesW. N.HolbrookA. E.SolterD. (2004). Retrotransposons regulate host genes in mouse oocytes and preimplantation embryos. Dev. Cell 7, 597–606. 10.1016/j.devcel.2004.09.004 15469847

[B40] RybouchkinA.KatoY.TsunodaY. (2006). Role of histone acetylation in reprogramming of somatic nuclei following nuclear transfer. Biol. Reprod. 74, 1083–1089. 10.1095/biolreprod.105.047456 16481594

[B41] SimmetK.WolfE.ZakhartchenkoV. (2020). Manipulating the epigenome in nuclear transfer cloning: Where, when and how. Int. J. Mol. Sci. 22, E236. 10.3390/ijms22010236 PMC779498733379395

[B42] ToddC. D.DenizÖ.TaylorD.BrancoM. R. (2019). Functional evaluation of transposable elements as enhancers in mouse embryonic and trophoblast stem cells. Elife 8, e44344. 10.7554/eLife.44344 31012843PMC6544436

[B43] TrojerP.ReinbergD. (2007). Facultative heterochromatin: Is there a distinctive molecular signature? Mol. Cell 28, 1–13. 10.1016/j.molcel.2007.09.011 17936700

[B44] WakayamaT.PerryA. C.ZuccottiM.JohnsonK. R.YanagimachiR. (1998). Full-term development of mice from enucleated oocytes injected with cumulus cell nuclei. Nature 394, 369–374. 10.1038/28615 9690471

[B45] WangC.LiuX.GaoY.YangL.LiC.LiuW. (2018). Reprogramming of H3K9me3-dependent heterochromatin during mammalian embryo development. Nat. Cell Biol. 20, 620–631. 10.1038/s41556-018-0093-4 29686265

[B46] WangL.-Y.LiZ.-K.WangL.-B.LiuC.SunX.-H.FengG.-H. (2020). Overcoming intrinsic H3K27me3 imprinting barriers improves post-implantation development after somatic cell nuclear transfer. Cell Stem Cell 27, 315–325. e5. 10.1016/j.stem.2020.05.014 32559418

[B47] WangL.WangS.LiW. (2012). RSeQC: Quality control of RNA-seq experiments. Bioinformatics 28, 2184–2185. 10.1093/bioinformatics/bts356 22743226

[B48] WolfG.MacfarlanT. S. (2015). Revealing the complexity of retroviral repression. Cell 163, 30–32. 10.1016/j.cell.2015.09.014 26406368PMC6309249

[B49] XieZ.ZhangW.ZhangY. (2022). Loss of Slc38a4 imprinting is a major cause of mouse placenta hyperplasia in somatic cell nuclear transferred embryos at late gestation. Cell Rep. 38, 110407. 10.1016/j.celrep.2022.110407 35196486PMC8919768

[B50] YamadaK.KandaH.AiharaT.TakamatsuN.ShibaT.ItoM. (2008). Mammalian Sox15 gene: Promoter analysis and implications for placental evolution. Zool. Sci. 25, 313–320. 10.2108/zsj.25.313 18393569

[B51] YangG.ZhangL.LiuW.QiaoZ.ShenS.ZhuQ. (2021). Dux-mediated corrections of aberrant H3K9ac during 2-cell genome activation optimize efficiency of somatic cell nuclear transfer. Cell Stem Cell 28, 150–163.e5. e5. 10.1016/j.stem.2020.09.006 33049217

[B52] YangL.SongL.LiuX.BaiL.LiG. (2018). KDM 6A and KDM 6B play contrasting roles in nuclear transfer embryos revealed by MERVL reporter system. EMBO Rep. 19, e46240. 10.15252/embr.201846240 30389724PMC6280793

[B53] ZhangB.ZhengH.HuangB.LiW.XiangY.PengX. (2016). Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. Nature 537, 553–557. 10.1038/nature19361 27626382

[B54] ZhangK.WuD.-Y.ZhengH.WangY.SunQ.-R.LiuX. (2020). Analysis of genome architecture during SCNT reveals a role of cohesin in impeding minor ZGA. Mol. Cell 79, 234–250. e9. 10.1016/j.molcel.2020.06.001 32579944

[B55] ZhouC.WangY.ZhangJ.SuJ.AnQ.LiuX. (2019). H3K27me3 is an epigenetic barrier while KDM6A overexpression improves nuclear reprogramming efficiency. FASEB J. 33, 4638–4652. 10.1096/fj.201801887R 30673507

# Supplementary material for: Suppression of endogenous retroviral enhancers in mouse embryos derived from somatic cell nuclear transfer
**Source:** Front Genet. 2022 Nov 8;13:1032760. doi: 10.3389/fgene.2022.1032760
**Supplement:** Supplementary file 1

**Suppression of endogenous retroviral enhancers in mouse embryos  
derived from somatic cell nuclear transfer**

***Supplementary Material***

**Daiki Shikata<sup>1,2</sup>, Shogo Matoba<sup>1,3</sup>, Masashi Hada<sup>1,4</sup>, Akihiko Sakashita<sup>5</sup>, Kimiko Inoue<sup>1,2</sup>, and Atsuo Ogura<sup>1,2,6</sup>\***

*

*

*

*

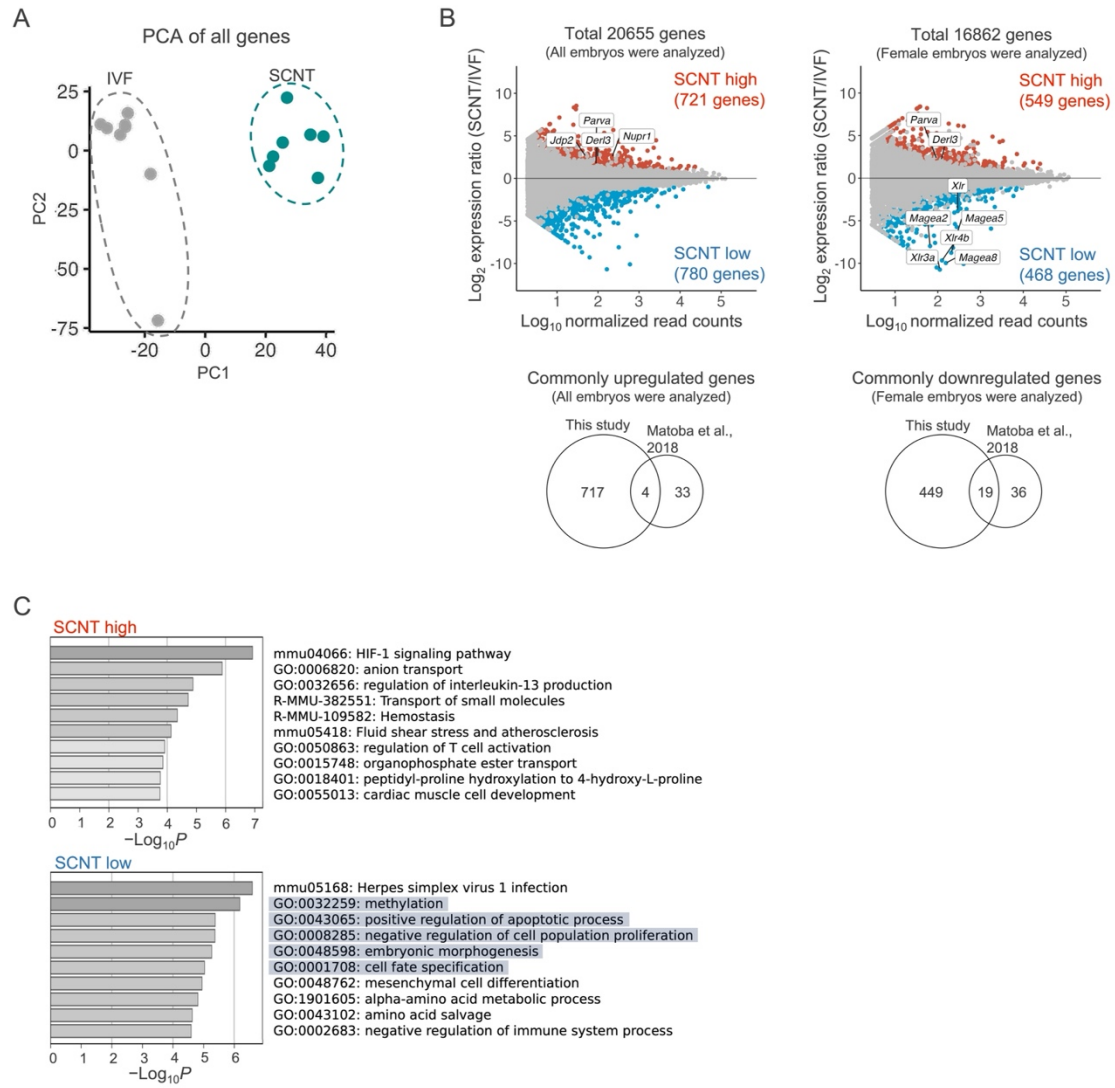

**Supplementary Figure S1. Comparison of gene expression between IVF- and SCNT-derived embryos**

- (A) PCA of the genome-wide gene expression in IVF- (grey) and SCNT-derived (blue) embryos.
- (B) (Top left) MA plot showing the gene expression ratios of SCNT- to IVF-derived embryos and the average gene expression of all embryos. Among 20,655 genes, 721 were significantly upregulated (red circles) and 780 were downregulated (blue circles) in SCNT-derived embryos. (Top right) MA plot showing the gene expression ratio of SCNT to female IVF-derived embryos. Among 16,862 genes, 549 were significantly upregulated (red circles) and 468 were downregulated (blue circles) in SCNT-derived embryos. Differentially expressed genes were defined as those with absolute  $\log_2$  expression ratio  $\geq 1$  and adjusted  $p$  value  $< 0.05$  using DESeq2. (Bottom left) Venn diagram showing the common SCNT-high genes between this study and an earlier study (Matoba et al., 2018). (Bottom right) Venn diagram showing the common SCNT-low genes between this study and an earlier study (Matoba et al., 2018).
- (C) Gene ontology (GO) analysis of SCNT-high (upper) and SCNT-low genes (lower) using Metascape. GO terms related to embryo development are highlighted in blue.

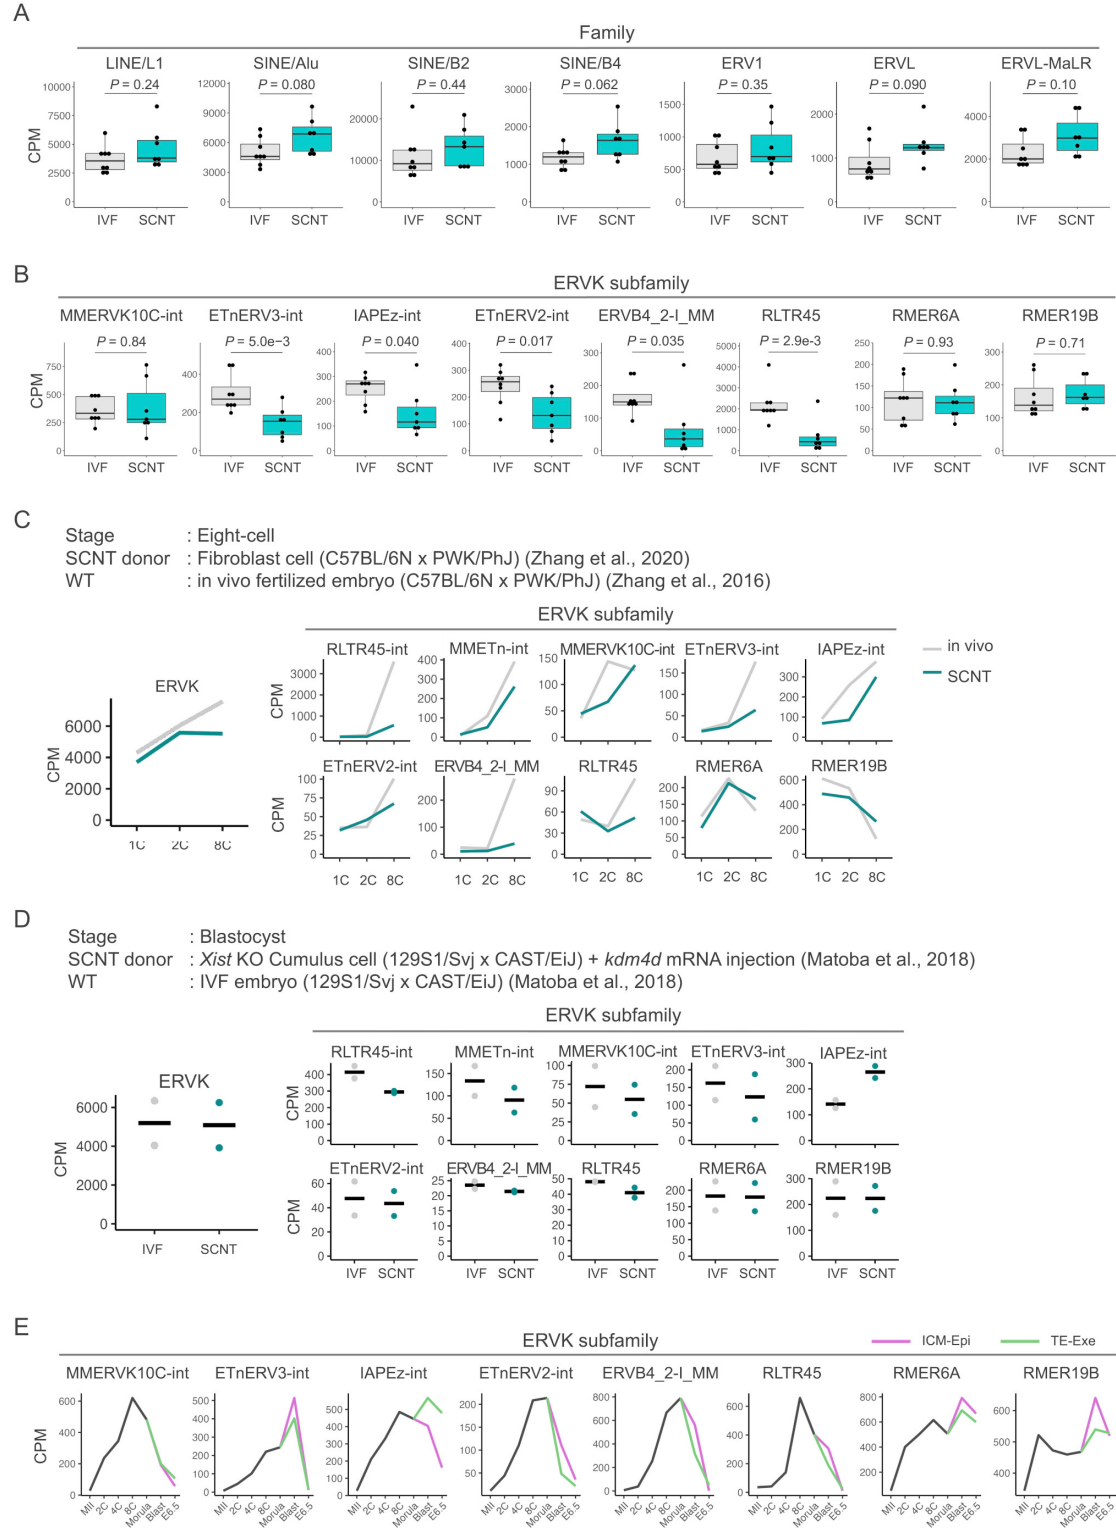

**Supplementary Figure S2. Detailed analysis of the expression of TE families and ERVK subfamilies in SCNT-derived embryos**

- (A) Box-and-whisker plots comparing the expression of TE families between IVF- and SCNT-derived embryos corresponding to Figure 1C (right). *p* value was calculated using a two-tailed *t*-test.
- (B) Box-and-whisker plots comparing the expression of ERVK subfamilies covering the top 10 most highly expressed at the morula stage, between IVF- and SCNT-derived embryos corresponding to Figure 1E (right). *p* value was calculated by a two-tailed *t*-test.
- (C) Line graph showing transitions in the average expression of ERVK family and its subfamilies in IVF- and SCNT-derived embryos. Published RNA-seq data (GSE71434 and GSE139430) were analyzed. The samples used in the analysis are 1-cell- (1C), 2-cell- (2C), 8-cell- (8C) stage IVF- and SCNT-derived embryos.
- (D) Dot plots showing the expression of ERVK family and its subfamilies in IVF- and SCNT-derived embryos. The horizontal lines between dots indicate the mean expression levels. Published RNA-seq data (GSE109214) were analyzed. The samples used in the analysis are IVF and SCNT blastocysts.
- (E) Line graph showing the average expression levels of ERVK subfamilies which are the top 10 most highly expressed at the morula stage throughout early embryonic development, corresponding to Figure 1F. Published RNA-seq data (GSE98150) were analyzed.

**Supplementary Figure S3. Detailed analysis of the expression of TE families and ERVK loci in SCNT-derived embryos**

- (A) (Left) Bar graphs showing the number of SCNT-high and SCNT-low TE loci at the morula stage. (Right) Bar graphs showing the number of SCNT-high and SCNT-low ERVK subfamily loci. The top 10 most highly expressed and other ERVK subfamilies were analyzed.
- (B) Scatter plot showing the Spearman correlation between the expression ratio of SCNT-low ERVK loci (left) or MMETn-int (right) and that of their adjacent genes in SCNT- and IVF-derived embryos, corresponding to Figure 1J.
- (C) A heatmap and line graph showing H3K9ac enrichment in SCNT-low, enhancer-like RLTR45-int loci. These show H3K9ac enrichment of 1-cell, early 2-cell, late 2-cell, and morula stage IVF-derived embryos in SCNT-low, enhancer-like ERVK loci. The heatmap is divided into two parts: the upper represents the H3K9ac enrichment of RLTR45-int loci and the lower represents that of the other ERVK loci. Published H3K9ac ChIP-seq data (GSE143523) were analyzed.
- (D) A heatmap and line graph showing H3K4me3 enrichment in SCNT-low, enhancer-like RLTR45-int loci among MII oocytes, 2-cell, and 8-cell embryos in SCNT-low, enhancer-like ERVK loci. The heatmap is divided into two parts: the upper represents the H3K4me3 enrichment of RLTR45-int loci and the lower represents that of the other ERVK loci. Published H3K4me3 ChIP-seq data (GSE72784) were analyzed.
- (E) Bar graph showing the distribution of genes adjacent to SCNT-low and enhancer-like ERVK, RLTR45-int, and MMETn-int loci.
- (F) Scatter plot showing the Spearman correlation between the SCNT/IVF expression ratio of SCNT-low, enhancer-like ERVK (left) or RLTR45-int (right) loci and that of their adjacent genes. Adjacent genes are defined as genes with transcription start site located within 5 to 50 kb or 50 to 200 kb up/downstream from a ERVK locus. The blue line indicates the regression line. *p* values and correlation coefficients were calculated using the ‘cor’ function in R.
- (G) Scatter plot showing the Spearman correlation between the SCNT/IVF expression ratio of non-SCNT-low ERVK (left) or RLTR45-int (right) loci and that of their adjacent genes. Adjacent genes are defined as genes with transcription start site located within 5 to 50 kb or 50 to 200 kb up/downstream from a ERVK locus. The blue line indicates the regression line. *p* values and correlation coefficients were

calculated using the 'cor' function in R.

- (H)** Bar graph showing the  $\log_2$  expression ratio of transcription factors with motifs enriched in SCNT-low, enhancer-like ERVK (left) and RLTR45-int (right) loci in IVF and SCNT-derived embryos. Adjusted  $p$  values were calculated using DESeq2.

\* adjusted  $p < 0.05$ .

A

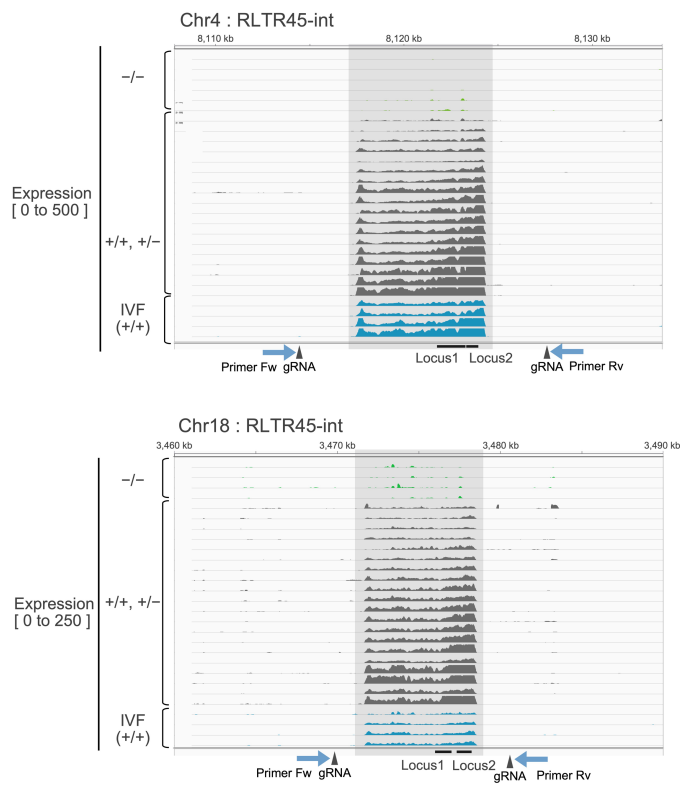

B

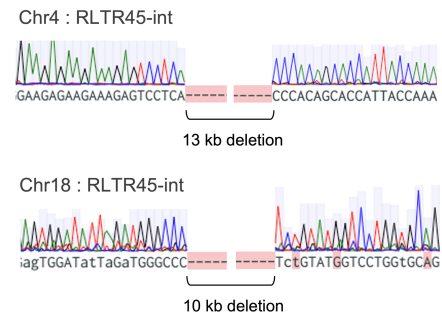

C

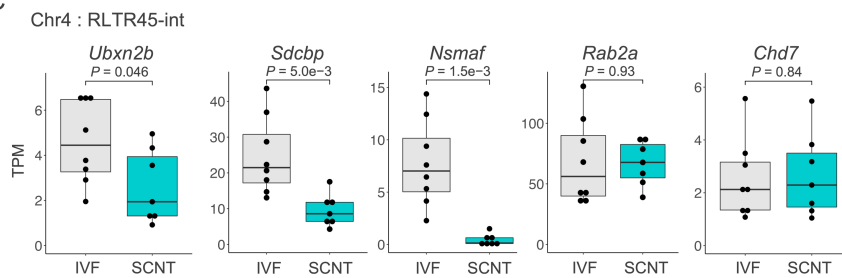

D

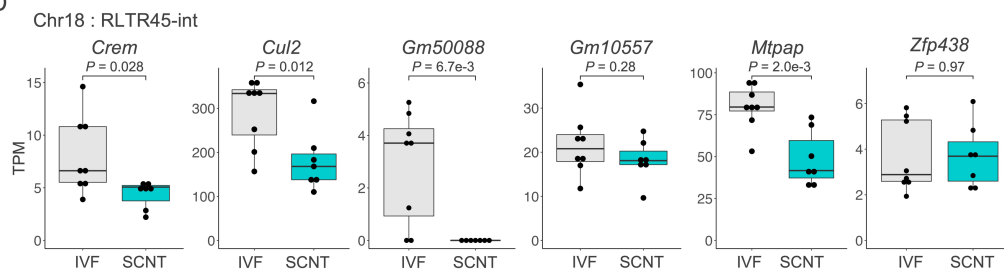

**Supplementary Figure S4. Expression analysis of genes around knockout target regions in IVF- and SCNT-derived embryos**

- (A) Genome browser view showing the expression levels in putatively homozygous knockout ( $^{-/-}$ ) embryos and other embryos ( $^{+/+}$ ,  $^{+/-}$ ), together with those in representative non-treated IVF embryos ( $^{+/+}$ ). The RLTR45-int regions on chromosome 4 (top) and 18 (bottom) removed by the gRNAs-Cas9 complexes are highlighted in gray. Arrow heads show the gRNA-targeting regions.
- (B) Representative view of deleted regions on chromosome 4 (top) and 18 (bottom) validated by Sanger sequencing. Sanger sequencing was performed by using PCR products amplified around the deleted regions from DNA extracts of mouse tails.
- (C) Box-and-whisker plots comparing the expression levels of the nearby genes of RLTR45-int on chromosome 4 between IVF- and SCNT-derived embryos.  $p$  values were calculated by a two-tailed  $t$ -test.
- (D) Box-and-whisker plots comparing the expression levels of the nearby genes of RLTR45-int on chromosome 18 between IVF- and SCNT-derived embryos.  $p$  values were calculated by a two-tailed  $t$ -test.

**Supplementary Table S1. Sequence information of the primers used for genotyping or the synthesis of sgRNAs.**

| Primer/sgRNA name                  | Application     | Fw or Rv | Sequence                               |
|------------------------------------|-----------------|----------|----------------------------------------|
| sgRNA_RLTR45-int.on.chr4_5'cut     | sgRNA synthesis | Fw       | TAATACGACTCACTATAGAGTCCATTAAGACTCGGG   |
|                                    |                 | Rv       | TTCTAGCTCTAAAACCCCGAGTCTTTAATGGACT     |
| sgRNA_RLTR45-int.on.chr4_3'cut     | sgRNA synthesis | Fw       | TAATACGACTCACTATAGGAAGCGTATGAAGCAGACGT |
|                                    |                 | Rv       | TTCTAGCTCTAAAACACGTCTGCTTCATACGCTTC    |
| sgRNA_RLTR45-int.on.chr18_5'cut    | sgRNA synthesis | Fw       | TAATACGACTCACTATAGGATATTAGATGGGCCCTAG  |
|                                    |                 | Rv       | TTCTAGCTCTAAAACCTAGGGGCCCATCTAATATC    |
| sgRNA_RLTR45-int.on.chr18_3'cut    | sgRNA synthesis | Fw       | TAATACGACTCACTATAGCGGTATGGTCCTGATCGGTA |
|                                    |                 | Rv       | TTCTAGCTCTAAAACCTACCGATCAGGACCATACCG   |
| Primer_RLTR45-int.on.chr4_outside  | genotyping      | Fw       | TACTGGAGAGAAAGAGGTCACCACAGAG           |
|                                    |                 | Rv       | CGGCTGTACCTCTCAGGATATATAGGCA           |
| Primer_RLTR45-int.on.chr4_inside   | genotyping      | Fw       | TTTGATCCAGCAGCCTACGTT                  |
|                                    |                 | Rv       | ATCAGGACTTGCTGGGCTTAC                  |
| Primer_RLTR45-int.on.chr18_outside | genotyping      | Fw       | CTATAGAAAGGGTTTCAGGCCAGCCAAA           |
|                                    |                 | Rv       | GACAATAACCCAACAATGCAGAAGCCTG           |
| Primer_RLTR45-int.on.chr18_inside  | genotyping      | Fw       | TGCTCCATTGTGAACCCCTC                   |
|                                    |                 | Rv       | TCAGGAAAACCCACCTTCGG                   |

How the deposited data were processed for this re-analysis (not part of the article)

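RNA of single mouse morulae was measured in 63 embryos, 8 IVF-derived, 7 SCNT-derived and 48 electroporated with Cas9 and guide RNAs, 24 for each targeted region. The authors deposited read counts without normalization for every gene and every TE locus of mm10. To make the counts, the authors trimmed the reads with Trimmomatic, aligned them with STAR in its mode of 2 passes while keeping only single alignments without a mismatch, and counted them with featureCounts. Among the other columns, the authors deposited the length of each feature in bp as the counting tool gives it. The paper's text does not state the version, strand setting or pair setting of the counting. Conditions were taken from the sample labels, and each embryo was treated as an independent replicate. The labels give no sequencing date, lane or sex.

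Features with at least 1 count per embryo on average were tested, and the sex chromosomes were left out as in the paper. The mitochondrial genes were also left out because this gave the paper's number of genes, 20655 in place of 20687. IVF- and SCNT-derived embryos were compared with edgeR 4.0.16 under R 4.3.3, with TMM normalization, its quasi-likelihood F test and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05, TE loci at an adjusted p under 0.1, and both at an absolute log2 expression ratio of at least 1. DESeq2 1.42.0, the package of the paper in another version, served as an alternative. The installed limma, on which edgeR builds, was version 3.58.1. Sums over families and subfamilies were given as CPM of all counts of an embryo and compared with two-sided exact permutation tests. Principal components used log2 counts with a pseudocount of 1 after RLE normalization. Correlations across locus-gene pairs were Spearman coefficients with 100000 permutations of the pairings, and gene starts 5 to 50 kb and 50 to 200 kb from a locus were taken, as in the paper. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps.

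In the deletion experiment, null and non-null embryos were compared for each target with two-sided exact permutation tests of TPM for the genes of Figures 3C,E, and with edgeR over all genes without a minimum ratio. The TPM denominator was the sum over all genes and TE loci off the sex chromosomes and the mitochondrial genome, chosen because it came nearest to the values drawn in Figure 3B. Gm50088 was taken by position as AC140240.1. Levels were not tested between this experiment and the IVF- and SCNT-derived embryos, since the library kit differed.

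The genes and loci named in the text follow a rule set in advance. It took every gene, family, subfamily and targeted locus that the paper names for these embryos, the 5 genes with the largest increase and the 5 with the largest decrease among those past the thresholds whose values do not overlap between the groups, the 3 TE loci chosen the same way in each direction, and the 3 genes with the smallest adjusted p in each deletion comparison, if any passed. Features named outside this rule are said to have been chosen after their values were seen. Where a group was at or under 3 counts throughout, a lower bound replaces the fitted ratio.

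Other normalizations, filters, thresholds, denominators and scales were tried, and every embryo of the IVF and SCNT comparison and every null embryo was left out in turn. The tests were also tested on simulated data with 200 features changed by a log2 ratio of 2. The changed features were drawn only from those with counts well above the minimum for testing. A single dispersion was set for all features, 0.3 for genes and 0.5 for TE loci. In 8 against 7 embryos, edgeR recovered 83.0% of the changes among 20097 genes and 30.0% among 61843 TE loci, and DESeq2 recovered 88.5% and 72.0%. Of the unchanged features, edgeR called 4 genes and 3 TE loci, and DESeq2 called 19 and 32. In the deletion design with 6 null embryos edgeR recovered 94.0% among 19806 genes, and with 4 null embryos 78.5% among 19802. DESeq2 recovered 97.0% and 88.5%. Of the unchanged genes in these designs, edgeR called 10 and 3, and DESeq2 called 30 and 33. These rates hold for the simulated settings and do not give the rates for loci with few counts. In the real data edgeR called more TE loci than DESeq2 (1932 higher and 2725 lower against 716 and 1282), unlike in the simulation. Counts per embryo were between 8049425 and 19147841. A level of 3 counts was taken as the floor, which corresponds to 0.157 to 0.373 CPM depending on the embryo. Published ChIP-seq and RNA-seq data that the paper reanalysed, the gene ontology terms and the embryo transfers were not analysed here. The comparison with female IVF-derived embryos in Supplementary Figure S1B was left out because the sex of the embryos is not labelled. Sex was not inferred from the counts of genes on the sex chromosomes.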

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

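The tests of sequencing depth for IVF replicate 8, SCNT replicate 4 and null replicate 8 of the chromosome 4 target, and the comparisons with IVF replicate 2 and with 2 embryos of low RLTR45-int, were chosen only after the result was seen. In 34 of 145 groups of embryos the highest or lowest embryo was far from the others, measured as its gap to the nearest embryo over the range of the group, where chance gives about 7.25. The groups share embryos, so these cases are not independent.

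IVF replicate 8 was the far embryo in several of them. It had 11032 CPM of ERVK, where the other IVF-derived embryos had 4849 to 7371, and 3446 CPM of RLTR45-int against 1059 to 2090. MMETn-int was at 2115 CPM against 383 to 911, and RLTR45 at 276 against 67.4 to 164. The chromosome 18 loci were at 49.3 and 75.2 TPM, above the 24.5 and 36.8 TPM of the next embryos, and the named RLTR45-int locus on chromosome 11 was at 57.6 TPM against at most 20.0. Nupr1 was at 22.2 CPM against at most 10.2, and Xlr4b at 58.8 against at most 32.9. On the components it scored 203 on PC2 of genes, -195 on PC1 of TE loci and 298 on PC2 of TE loci, where the others scored -52.2 to -10.4, -87.2 to -56.8 and -79.3 to -52.6. Its total of 13923543 counts was within the range of the other IVF-derived embryos, 10106828 to 19147841. Its 10 highest genes held 6.06% of the counts, within the 5.51% to 7.10% of the others. Low depth and a few dominant genes therefore do not account for it. Its developmental timing and embryo sex were not tested, and no biological explanation was tested.

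SCNT replicate 4 was also far from the others in several groups. TE loci took 5.86% of its counts, the highest share among the SCNT-derived embryos and above the IVF maximum of 5.15%. RLTR45-int was at 1849 CPM, where the other SCNT-derived embryos had 61.2 to 649. ERVB4_2-I_MM was at 241 CPM against at most 75.2, RLTR45 at 319 against at most 91.0 and Xlr at 13.2 against at most 4.9. Asz1 was at 0.515 CPM and Gm11800 at 1.03 CPM, against at most 0.0800 and 0.193. The chromosome 4 loci were at 3.54 and 3.37 TPM, against at most 1.01 and 0.921, and the second chromosome 18 locus at 5.58 TPM against at most 0.917. RNA of a fertilized embryo mixed into the sample would raise the lower genes and the lower RLTR45-int loci alike. The 531 lower genes rose by a median of 0% of the IVF level and the 151 lower RLTR45-int loci by 52.4%, which goes against such a mixture. Its total of 11358641 counts was the lowest of the SCNT-derived embryos, the next having 12096548. IVF replicate 2 had fewer, 10106828, and was not far from the others in any group. That is 1 embryo of the other group, too few to rule out low depth. No biological explanation was tested.

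In the other IVF- and SCNT-derived embryos, SINE/B2 was at 21571 CPM in IVF replicate 6, against at most 11721, and the MuRRS4-int locus on chromosome 10 was at 41.1 TPM in the same embryo against at most 12. ERVL was at 2024 CPM in SCNT replicate 3 against at most 1255, and the MT2B2 locus on chromosome 12 at 31.0 TPM against at most 12.7. SCNT replicate 6 had 16.9 CPM of Cald1 against at most 7.76, and 0.641 TPM at the L1MdV_I locus on chromosome 6 against at most 0.251. Cul2 was at 829.9 CPM in SCNT replicate 1 against at most 503, and PC2 of TE loci was 88 in SCNT replicate 5 against at most 23.1. Magea5 was at 0.742 CPM in SCNT replicate 7 and at 0 in the other 6. No explanation was tested for these.

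In the deletion embryos, TE loci took 7.77% of the counts in null replicate 1 of the chromosome 4 target against at most 5.16% in the other null embryos, and Nsmaf was at 10.3 TPM in it against at most 5.17. AC140240.1 was at 4.59 TPM in null replicate 12 of the chromosome 18 target, from 5 counts in all, and at 0 in the other null embryos. The second chromosome 4 locus was at 1.88 TPM in null replicate 8 against at most 0.774. That embryo also had the untargeted chromosome 18 loci under 5 TPM. Its total count ranked 14 from the lowest of 48, so low depth does not account for it. RLTR45-int outside the targeted loci ranked 4 from the lowest, at 1309 CPM against a median of 1951. Of the embryos of the same target at similar levels, null replicate 1 (1199 CPM) had the chromosome 18 loci at 22.4 and 33.8 TPM and non-null replicate 2 (1318 CPM) had them at 27.2 TPM on average. A low level of RLTR45-int elsewhere did not bring these loci under 5 TPM in those 2 embryos, which is too few to rule it out for null replicate 8. No biological explanation was tested.

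Over all genes, 2 were called in each deletion comparison, and none is discussed in the paper. Among 100 splits of the 24 embryos, the real one included, 29 gave as many genes for chromosome 4 and 52 for chromosome 18, with at most 206 and 239 genes, so these counts cannot be told apart from chance. Gm11800 had a log2 ratio of -5.44 (adjusted p = 0.00102 from edgeR's quasi-likelihood test) with 0 to 18 counts in the 6 null embryos and 18 to 671 in the 18 non-null embryos. It is 2038 bp from the chromosome 4 loci and in the grey region of Supplementary Figure S4A. G430049J08Rik, chosen after its values were seen, lies in the grey region on chromosome 18 and had 0.0992 of the non-null level (two-sided exact permutation test, p = 0.0182), lower than the non-null median in 4 of 4 null embryos. Removal with the deleted region was not tested against the genome sequence. Ehhadh was at least 2.56-fold higher in chromosome 4 null embryos (adjusted p = 0.00348), with over 3 counts in 3 of 6. Gm17749 and Lnp1 were at least 2.92-fold and 2.72-fold higher in chromosome 18 null embryos (adjusted p = 9.75e-05 and 0.00713), with over 3 counts in 3 and 2 of 4, and 73.7% of the Lnp1 counts were in replicate 12. No explanation was tested for these 3 genes.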

How the results depend on the processing

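No test in this part was chosen only after its result was seen, apart from the settings named next. The settings below were set before the data were examined except the joint fit of TE loci and genes, the size factors from genes with DESeq2, the sets of all genes within 2 Mb and the removal of AC140240.1, which were chosen after seeing the data. Of 160 values of the named genes under other settings, 142 kept their direction and side of the threshold, 3 became weaker, 14 stronger and 1 reversed. With embryos left out, 370 of 405 did, with 12 weaker, 12 stronger and 11 reversed. All 85 values of the named TE loci under other settings, and all 150 with embryos left out, kept theirs. Of 190 values of the other results under other settings 138 did, and of 365 with embryos left out 311 did. The cause was not tested for any result that changed.

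Lower genes numbered 829 without a minimum ratio. Leaving out each embryo gave 363 to 675 higher and 396 to 664 lower genes. With library sizes from the genes, 2389 TE loci were higher and 1929 lower, in place of 1932 and 2725. The higher and lower counts were 716 and 1282 with DESeq2, 208 and 383 with filterByExpr, 271 and 512 with at least 10 counts, and 273 and 687 at an adjusted p under 0.05. With DESeq2 on TE loci and genes in one fit 1469 were higher and 1109 lower, so that lower loci were 43.0% of the calls. With DESeq2 size factors from the genes the counts were 1195 and 767, and without independent filtering 796 and 544. Leaving out each embryo gave 1084 to 2092 higher and 1294 to 2781 lower loci.

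With TE counts as denominator, SINE/Alu (0.27), SINE/B4 (0.30), ERVL (0.49), ERVL-MaLR (0.29) and ERVK (-0.87) passed an adjusted exact p of 0.05, and RLTR45 did at -1.01. With all embryos or the replicate block, the adjusted exact p over the other settings was 0.00140 to 0.170 for ERVK and 0.0320 to 0.797 for RLTR45. With embryos left out it was 0.00899 to 0.275 and 0.00866 to 0.758. MMERVK10C-int reversed to -0.087 with this denominator and to -0.12 on the log2 scale, where RMER6A reversed to 0.0037. With gene counts as denominator IAPEz-int (-0.72) and ERVB4_2-I_MM (-1.29) no longer passed. With embryos left out in turn, the log2 ratio ranged from -0.89 to -0.51 for ERVK, -0.19 to 0.24 for MMERVK10C-int, -1.07 to -0.60 for IAPEz-int, -0.99 to -0.64 for ETnERV2-int, -2.29 to -1.10 for ERVB4_2-I_MM, -1.57 to -0.33 for RLTR45 and -0.22 to 0.094 for RMER6A. IAPEz-int and ERVB4_2-I_MM kept their side of the threshold in 2 and ETnERV2-int in 6 of those 15 fits. LINE/L1, SINE/B2, ERV1, the remaining families together and RMER19B kept direction and side under all settings run.

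With the replicate number as a replicate block and IVF replicate 8 left out, 496 genes were lower, and 304 TE loci were higher and 660 lower. Ratios were -1.68 for RLTR45-int, -1.20 for MMETn-int, -0.95 for ETnERV3-int, -0.72 for IAPEz-int, -0.77 for ETnERV2-int and -1.21 for ERVB4_2-I_MM, with adjusted exact p from 0.104 to 0.156. With 7 pairs this test gives no p under 0.0156 before adjustment, so adjusted values over 0.05 here say little about the effect. RMER6A reversed to 0.094 and Sox15 to 0.21. As a check of pairing, embryos with the same number had mean correlations of -0.00860 for genes and -0.00473 for TE loci over 7 pairs.

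With 1 value per gene, rho was 0.0304 for ERVK at 50 to 200 kb, 0.305 for RLTR45-int at 5 to 50 kb and 0.0993 for MMETn-int at 50 to 200 kb, and none passed an adjusted p of 0.05. RLTR45-int at 5 to 50 kb did not pass with DESeq2 calls (0.0645) or the joint fit (0.107), and its adjusted p was 0.000340 to 0.591 over the alternatives. In these correlations the DESeq2 setting also took the ratios from DESeq2, while the joint fit changed the calls only. Loci not called lower gave 0.0740 and 0.00561 for RLTR45-int and 0.0609 for MMETn-int at 50 to 200 kb, where loci outside genes gave 0.114.

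In chromosome 4 null embryos the set of nearby genes was at -0.92 with all genes of 2 Mb, Gm11800 included. DESeq2 and filterByExpr each called 1 gene, the lower one, so Ehhadh passed with neither. The Spearman correlation with the SCNT effect reversed to -0.10 against embryos of the other target, where Pearson r was 0.373. In chromosome 18 null embryos the set was at -0.65 against embryos of the other target and at -0.60 with all genes of 2 Mb (-0.35 without the deleted region), and ranged from -0.62 to -0.19 with null embryos left out. DESeq2 called 1 gene, a lower one, and filterByExpr 0, with 520 at an unadjusted p under 0.05, so Gm17749 and Lnp1 passed with neither. The Spearman correlation reversed to -0.10 without AC140240.1, where Pearson r was 0.0925. On the difference of mean log2(TPM + 1), Pearson r was -0.000695 for chromosome 4.

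The SCNT/IVF log2 ratio with embryos left out crossed 0 for Sox15 (-0.14 to 0.15), Rab2a (-0.0018 to 0.27), Chd7 (-0.094 to 0.50), Gm10557 (-0.21 to 0.020) and Zfp438 (-0.011 to 0.25). The floor of 3 counts, 0.157 to 0.373 CPM by embryo, limits results for AC140240.1 and for single TE loci with few counts.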

Differences from the paper's values

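No test in this part was chosen only after its result was seen, apart from settings marked so. A value is within the margin below when it and the paper's differ by no more than 1.5-fold or, for a correlation, by no more than its standard error, and it can still lie some way from the paper's. The number of lower TE loci was 2725, and the paper's value is 1109. Of the alternatives set before the data were examined, DESeq2 (1282) was within the margin, as was leaving out SCNT replicates 2 (1591), 5 (1294) or 6 (1586). The gene library sizes (1929), RLE size factors (2833), filterByExpr (383), at least 10 counts (512), the replicate block (660), an adjusted p under 0.05 (687) and the other omissions of an embryo were not. Chosen after seeing the values, DESeq2 on TE loci and genes in one fit gave 1109, the same number as the paper. Its 1469 higher loci were near the paper's number and not equal to it. DESeq2 with size factors from the genes, chosen in the same way, gave 767, within the margin. The fit with size factors from the genes and without independent filtering, also chosen after seeing the values, gave 544 and was not.

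ERVK made up 28.3% of the lower TE loci, and the paper's value is 45%. DESeq2 (44.7%), filterByExpr (63.7%), at least 10 counts (56.2%), the replicate block (57.4%), an adjusted p under 0.05 (46.3%) and the omission of IVF replicate 6 (32.4%) or of any SCNT-derived embryo (30.9% to 34.4%) were within the margin, the omissions being nearer to 28.3% than to the paper's value. The gene library sizes (28.3%), RLE size factors (28.8%) and the other omissions were not. Chosen after seeing the values, the joint fit gave 44.8%, size factors from the genes 50.7%, and the same without independent filtering 53.3%. The lower ERVK loci numbered 771 against the paper's 497. DESeq2 (573), the gene library sizes (545), the replicate block (379) and all omissions of an embryo except that of IVF replicate 1 (at most 725) were within the margin, while RLE size factors (817), filterByExpr (244), at least 10 counts (288) and an adjusted p under 0.05 (318) were not. Of the settings chosen after seeing the values, the joint fit gave 497, size factors from the genes 389 and the same without independent filtering 290, of which the last was not within the margin.

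The deposited table lists 815 RLTR45-int loci, and the paper's value is 400. No alternative applied. For the nearby genes and MMETn-int, the paper's p values come from t-tests and those here from exact permutation tests. No t-test was run here, so how much of these differences comes from the test is not known. The lowest p of the lower nearby genes was 0.238 for chromosome 4, and the paper's is 0.078. With embryos of the other target as controls it was 0.111, within the margin. For chromosome 18 it was 0.167, and the paper's is 0.26; with the same controls it was 0.00430, not within the margin. The p of MMETn-int was 0.00124, where the paper shows about 0.017 in Fig. 1E, read by eye. The replicate block gave 0.0156, which is within the margin but is the smallest p that its 7 pairs can give. Gene counts (0.00140) or TE counts (0.00109) as denominator, the log2 scale (0.00109) and the omission of any embryo were not within it.

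In these correlations the setting of DESeq2 calls also took the ratios from DESeq2, and the joint fit changed the calls only. The correlation of lower ERVK loci with genes at 5 to 50 kb was 0.163, where the paper shows about 0.23 in Fig. 1J, read by eye. Loci outside annotated genes (0.203) were within the margin. One value per gene (0.115) and DESeq2 calls (0.144) were not, nor was the joint fit (0.175), chosen after seeing the values. For RLTR45-int at 50 to 200 kb it was 0.28, and the paper shows about 0.15 in Fig. 1J, read by eye. DESeq2 calls (0.131) were within the margin, as was the joint fit (0.146), chosen after seeing the values. One value per gene (0.272) and loci outside genes (0.259) were not.

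Genes near lower loci were more numerous than in Fig. 1I, read by eye. At 5 to 50 kb of ERVK loci there were 631 and the paper shows about 250, and neither DESeq2 calls (456) nor loci outside genes (457) nor the joint fit (395), chosen after seeing the values, was within the margin. At 50 to 200 kb there were 1661 and the paper shows about 820; loci outside genes (1209) were within it, as was the joint fit (1137), chosen after seeing the values, and DESeq2 calls (1280) were not. Near RLTR45-int loci there were 51 at 5 to 50 kb, where the paper shows about 26; the joint fit (37), chosen after seeing the values, was within it, and DESeq2 calls and loci outside genes (44 each) were not. At 50 to 200 kb there were 163 and the paper shows about 88, and DESeq2 calls (157), loci outside genes (134) and the joint fit (140), chosen after seeing the values, were not within it. Near MMETn-int loci there were 96 at 5 to 50 kb and the paper shows about 47; loci outside genes (64) were within it, and DESeq2 calls (97) and the joint fit (88), chosen after seeing the values, were not. At 50 to 200 kb there were 297 and the paper shows about 180; loci outside genes (209) were within it, as was the joint fit (253), chosen after seeing the values, and DESeq2 calls (288) were not.

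Some statements of the paper had other values here. It counts RLTR45 among the repressed subfamilies, and RLTR45 had an adjusted exact p of 0.482, with TE counts as denominator 0.0320 and without SCNT replicate 4 0.00866. It describes ERVK as the one family that changed, and the adjusted exact p of ERVK was 0.15, the same as that of SINE/B4. Without SCNT replicate 4 ERVK passed at 0.00899 and with TE counts as denominator at 0.00140, where the families SINE/Alu, SINE/B4, ERVL and ERVL-MaLR also passed, each higher. Fig. 1E draws MMERVK10C-int below 0, and its log2 ratio was 0.07 here, with TE counts as denominator -0.087 and on the log2 scale -0.12. RLTR45-int and MMETn-int made up 34.1% of the lower ERVK loci, 45.0% with DESeq2 and 45.1% with the joint fit, chosen after seeing the values. The paper's adjusted p values of the targeted loci are smaller than those of edgeR. The joint fit, chosen after seeing the values, gave 2.05e-31, 7.20e-29, 2.74e-11 and 7.62e-08, which round to the values of the paper. MMETn-int loci were correlated with genes at 50 to 200 kb (rho 0.124, adjusted p = 0.0248 from a two-sided permutation test). With DESeq2 calls and ratios rho was 0.186 (adjusted p = 0.00148 from the same test). With the calls of the joint fit, chosen after seeing the values, it was 0.196 (0.00142). One value per gene (0.0993, adjusted p = 0.132) and loci outside annotated genes (0.114, adjusted p = 0.0845) did not pass.

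Parva, Jdp2 and Nupr1 are called higher by the paper and had adjusted p values of 0.0614, 0.0502 and 0.0536 from edgeR. DESeq2 called all 3 (0.0136, 0.00627 and 0.0207), as did filterByExpr (0.0448, 0.0371 and 0.0470). Jdp2 also passed with RLE size factors (0.0482) and both Jdp2 and Nupr1 without a filter (0.0427 and 0.0391), and Nupr1 with the replicate block (0.00862). Of the omissions of an embryo, those of IVF replicate 1 and SCNT replicate 1 called Parva (lowest adjusted p = 0.0353), those of IVF replicates 3, 6 and 8 called Jdp2 (lowest 0.0380), and those of IVF replicate 8 and SCNT replicate 4 called Nupr1 (lowest 0.00724). The Discussion calls the correlations of Fig. 3G significant, and the exact p was 0.233 for chromosome 4 and 0.497 for chromosome 18. By the rule of Fig. 3B both loci of a null embryo are under 5 TPM, and null replicate 8 of chromosome 4 had 7.91 TPM at the first. Fig. 1B separates the groups at the first branch, and here IVF replicate 8 split off first.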

Other observations

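The test of targeted loci deleted in part of the alleles was chosen only after the result was seen. In 1 of 100 splits of the 15 embryos, the real one, as many genes were past the thresholds, and the same held for TE loci. The other splits exchanged the conditions of 1 to 7 same-numbered pairs of embryos. The most genes in another split were 840 and the most TE loci 1112, both in the split that exchanged all 7 pairs and so differs from the real one in the side of IVF replicate 8. The real split gave 1032 genes and 4657 TE loci.

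A correlation with nearby genes could come from a regional effect of any lower locus. Lower loci outside ERVK gave rho = -0.0120 with genes at 5 to 50 kb (two-sided permutation test, p = 0.535), where RLTR45-int gave 0.260. At 50 to 200 kb they gave 0.0332 (p = 0.00380), and 0.0464 with 1 value per gene (p = 0.000590), where RLTR45-int gave 0.28. Of their 2140 genes at 5 to 50 kb, 118 were called lower and 33 higher. A weak regional effect is therefore not excluded. At these loci outside ERVK it was smaller than the correlation of RLTR45-int with edgeR calls. With DESeq2 calls and ratios RLTR45-int gave 0.0645 at 5 to 50 kb and 0.131 at 50 to 200 kb. ERVK loci not called lower gave 0.130 and 0.0622 at these distances. The correlation of RLTR45-int could also come from genes counted in several pairs. With 1 value per gene, RLTR45-int had a permutation p of 0.0300 at 5 to 50 kb, with an adjusted p of 0.0600 over 6 correlations, and at 50 to 200 kb rho was 0.272 (p = 0.000450, adjusted p = 0.00270), so repeated genes do not account for the correlation at the larger distance.

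Null embryos could have been picked for a low level of RLTR45-int in general. Outside the targeted loci it did not differ detectably (two-sided exact permutation tests, p = 0.321 for chromosome 4 and 0.113 for chromosome 18), with log2 ratios of -0.18 and -0.32 and 3 of 6 and 4 of 4 null embryos below the non-null median. On the mean of log2 CPM the effects were -0.20 and -0.28, and their difference between the targets was 0.08 (permutation p = 0.773).

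The nearby genes of chromosome 18 were lower by -0.65 against embryos of the other target and by -0.42 against non-null embryos. Deletion on part of the alleles of the non-null embryos could lower these controls. Their targeted loci had 34.5 TPM against 42.5 TPM in embryos of the other target (permutation p = 0.281), which does not show it. A difference between embryos of both experiments could also add to it. The nearby genes of the non-null embryos differed by -0.22 from embryos of the other target, and 0.17% of 10000 random sets of 6 genes of matched expression were as low. This goes against a shift common to genes anywhere. The 6 nearby genes lie in one region and can vary together, unlike random genes, so a difference between the experiments is not ruled out. On chromosome 4 the loci had 88.8 TPM in non-null embryos and 195 TPM in embryos of the other target, with a permutation p of 1e-05, the smallest they can give. Deletion on part of the alleles of the non-null embryos would give such a difference, and so could a difference between the experiments. The comparison of null with non-null embryos on chromosome 4 may therefore understate an effect on nearby genes.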
